# Comparative single‐cell transcriptomic analysis across tissues of aging primates reveals specific autologous activation of ZNF281 to mitigate oxidative stress in cornea

**DOI:** 10.1111/acel.14319

**Published:** 2024-09-10

**Authors:** Yuhua Xiao, Xu Chen, Zheyao Chen, Wangxuan Dai, Xing Hu, Shuyao Zhang, Jiawei Zhong, Jia Chen, Xu Liu, Lingyi Liang, Youjin Hu

**Keywords:** aging, corneal epithelium, nonhuman primate, reactive oxygen species, single‐cell transcriptomic analysis

## Abstract

Reactive oxygen species (ROS) and oxidative stress accelerate cellular aging, but their impact on different tissues varies. The cornea, known for its robust antioxidant defense systems, is relatively resistant to age‐related diseases like cancer. However, the precise mechanisms by which the cornea maintains ROS homeostasis during aging remain unclear. Through comparative single‐cell transcriptomic analysis of the cornea and other tissues in young and old nonhuman primates, we identified that a ZNF281 coding transcriptomic program is specifically activated in cornea during aging. Further investigation revealed that ZNF281 forms a positive feedback loop with FOXO3 to sense elevated levels of ROS and mitigate their effects potentially by regulating the mitochondrial respiratory chain and superoxide dismutase (SOD) expression. Importantly, we observed that overexpression of ZNF281 in MSCs prevented cellular senescence. In summary, these findings open up possibilities for understanding tissue‐specific aging and developing new therapies targeting ROS damage.

**Abbreviations**
BCs: basal cells
BSA: bovine serum albumin
CCA: canonical Correlation Analysis
CUT&Tag: cleavage under targets and tagmentation
DCFH‐DA: dichlorodihydrofluorescein diacetate
DEGs: differentially expressed genes
ECAR: extracellular acidification rate
GEMs: gel beads in emulsion
GEO: gene Expression Omnibus
GO: gene ontology
GSA: genome Sequence Archive
hCECs: human corneal epithelial cells
HFF: human foreskin fibroblast
HSCs: hematopoietic stem cells
IACUC: institutional animal care and use committee
MOI: multiplicity of infection
MSCs: mesenchymal stem cells
NSCs: neural stem cells
OCR: oxygen consumption rate
OXPHOS: oxidative phosphorylation
PCA: principal component analysis
ROS: reactive oxygen species
RPE: retinal pigment epithelium
RT‐qPCR: real‐time quantitative PCR
SA‐β‐gal: senescence‐associated β‐galactosidase
scRNA‐seq: single‐cell level RNA sequencing
SOD: superoxide dismutase
TF: transcription factors

## 1 INTRODUCTION

The accumulation of reactive oxygen species (ROS) and oxidative stress contributes to the aging phenotype and affects longevity (Finkel & Holbrook, 2000), while the antioxidant defenses vary across different tissues (Corona et al., 2007; Seehuus et al., 2006). For instance, human facial skin, due to frequent UV exposure, is highly prone to aging‐associated alterations (Flament et al., 2013) such as reduced epithelial thickness and wrinkling (Zou et al., 2021), and experiences a high incidence of skin cancer. Interestingly, the corneal epithelium, also exposed to high UV radiation, shows orders of magnitude lower susceptibility to aging‐related diseases such as cancer (Cardenas‐Cantu et al., 2016; Faragher et al., 1997). Identifying the mechanisms that maintain ROS homeostasis and corneal function with aging may provide valuable information for antiaging treatments and prevention of age‐related diseases.

During aging, oxidative stress usually results from either excessive ROS production, mitochondrial dysfunction, impaired antioxidant system, or a combination of these factors (Nita & Grzybowski, 2016). Numerous transcription factors (TFs) have been identified in previous studies to be involved in regulating ROS homeostasis. Cells that exhibit increased resistance to aging often undergo transcriptomic reprogramming, which includes the upregulation of genes implicated in ROS sensing and scavenging (Stoeger et al., 2022). An example of such a transcription factor is FOXO3, which plays a key role in regulating the transcription of genes associated with ROS sensing and scavenging. Sustained expression of FOXO3 has been demonstrated to extend the lifespan of aging model organisms by enhancing peroxisomal functions (Hayes & Dinkova‐Kostova, 2014; Sies & Jones, 2020). The decline of FOXO3 and other TF regulating ROS homeostasis in certain tissues, such as arteries, is a significant factor in the aging process. However, it remains unclear how the transcriptome is autologously reprogrammed in the cornea to protect it from ROS‐induced oxidative stress, given that the majority of these TF decrease with age.

Nonhuman primates are an ideal model for studying aging‐related diseases due to their genetic, anatomical, and physiological similarities to humans, including sensitivity to aging‐related diseases (Wang et al., 2020; Zhang et al., 2020). In this study, we constructed single‐cell atlases across four organs from young and old nonhuman primates and revealed tissue‐and cell‐specific transcriptomic alterations involved in aging. Through comparative single‐cell transcriptomic analysis of the cornea and other tissues in young and old nonhuman primates, we identified that a ZNF281 coding program is specifically activated in cornea during aging. Further investigation revealed that ZNF281 forms a positive feedback loop with FOXO3 to sense increased levels of ROS and mitigate their effects potentially by regulating the mitochondrial respiratory chain and superoxide dismutase (SOD) expression. Overexpression of ZNF281 in MSCs prevented cellular senescence. In summary, these findings open up possibilities for understanding tissue‐specific aging and developing new therapies targeting ROS damage.

## 2 RESULTS

### 2.1 Single‐cell transcriptomic analysis uncovers the characteristics of the aging corneal epithelium

Single‐cell level RNA sequencing (scRNA‐seq) was performed on corneal epithelium samples from both a young (4‐year‐old) and an older (19‐year‐old) cynomolgus monkey to identify cell type‐specific gene expression profiles and examine how these profiles change with age (Figure 1a). Following rigorous cell quality assessment and filtering, a total of 14,058 high‐quality cells were retained for downstream analysis (Figure 1b). Canonical correlation analysis (CCA) combined with unsupervised clustering identified seven distinct clusters exhibiting unique cellular transcriptomic signatures: limbal stem cells (LSCs; KRT14+, KRT15+, MMP1+, GPHA2+), transit amplifying cells (TACs; MKI67+, TOP2A+), postmitotic cells (PMCs; GJB6+, GJA1+), terminally differentiated cells (TDCs; KRT3+, KRT12+), conjunctival epithelial cells‐1 (Conj‐1; MUC1+, MUC4+), conjunctival epithelial cells‐2 (Conj‐2; KRT13+, KRT4+, KRT19+), and melanocytes (MCs; TYRP1+, MLANA+) (Figure 1b,c).

**FIGURE 1:**
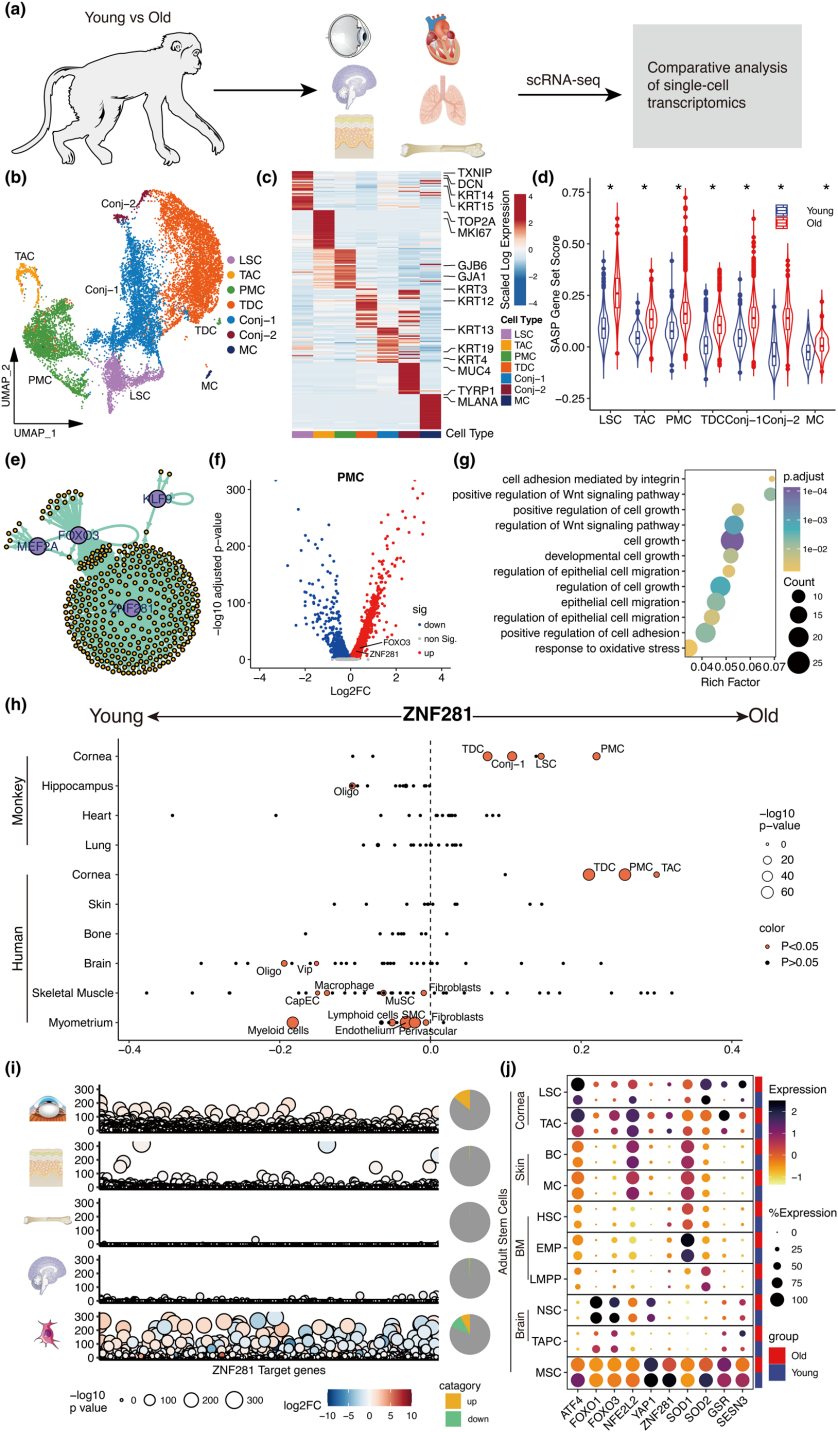
Single‐cell transcriptomic analysis uncovers the characteristics of the aging corneal epithelium. (a) The schematic representation showing the single‐cell RNA sequencing (scRNA‐seq) analysis pipeline, which includes a comparative study of aging changes in the monkey corneal epithelium and across different organs (including hippocampus, lung, heart from monkeys, and bone and skin from humans). This representation also compares the aging process in the corneal epithelium across various species. (b) UMAP plot showing the seven cell types comprising primate corneal epithelium. LSCs, limbal stem cells; TACs, transit amplifying cells; MKI67+, PMCs, postmitotic cell; TDCs, terminally differentiated cells; Conj‐1, conjunctival epithelial cells‐1; Conj‐2, conjunctival epithelial cells‐2; MCs, melanocytes. (c) Heatmap showing the expression signature of the top 30 marker genes for each identified cell type. (d) Violin plots of gene set scores related to the SASP in young and aged groups. (e) Network visualization of core regulatory TFs in the 7 cell types in corneal epithelium between the old and young groups. (f) Volcano plots indicating that aging upregulates ZNF281 and FOXO3 in PMC of the corneal epithelium. (g) Dot plot showing the enriched GO term of ZNF281 target genes. (h) Dot plots showing the variation in *ZNF281* expression during aging across different organ. Oligo, oligodendrocyte; Vip, VIP+ neuron; MuSC, muscle stem cell; CapEC, Capillary endothelial cell; SMC, smooth muscle cell. (i) Bubble plot showing the expression of ZNF281 target genes is uniquely upregulated in the stem cell in aging corneal epithelium. (j) Dot plot showing genes exhibiting oxidant capacity are specifically upregulated within stem cells in the aging corneal epithelium.

To more comprehensively describe the changes in epithelial cell characteristics during aging, we compared cell proportion and gene expression profiles between the young and aging corneal epithelial cells. Corneal epithelium cells from the aging monkey showed reduced fractions of LSCs and Conj‐2, and larger fractions of TACs and PMCs (Figure S1a). Among cyclin‐dependent kinase inhibitors (CKIs) of the Cip/Kip and INK4 families (Figure S1b,c), the p21‐encoding CDKN1A gene, a marker of aging and cellular senescence (Huang et al., 2022), was found to be upregulated in most aging corneal epithelial cell subtypes.

Analysis of average gene set expression profiles using Seurat revealed that the senescence‐associated secretory phenotype (SASP) gene set was globally upregulated in the aged corneal epithelium (Figure 1d). This upregulation was also observed in other age‐related gene sets, including response to ROS and proteostasis, while downregulation was observed in DNA repair (Figure S1f–h). We further investigated transcriptional alterations associated with aging at the cellular level. In total, 231 genes were upregulated and 139 downregulated in aged LSCs versus younger LSCs, while 179 were upregulated and 95 downregulated in older TACs, 240 upregulated and 124 downregulated in older PMCs, and 199 upregulated and 138 downregulated in older TDCs (Figure S1d,e). According to GO enrichment analysis, upregulated differentially expressed genes (DEGs) are associated with “regulation of apoptotic signaling pathway” and “negative regulation of response to wounding”, indicating a diminished capacity for corneal self‐renewal and repair with aging (Figure S1i), while downregulated DEGs are associated with response to wounding, also reflecting a diminished capacity for corneal self‐renewal and repair (Figure S1j).

To elucidate the gene regulatory network involved in corneal aging, we performed a transcriptional regulatory network analysis. This analysis identified several TFs, including FOXO3 and ZNF281 (Figure 1e), which are predominantly upregulated in most aging corneal cell types (Figure 1f). These TFs were identified as core regulatory TFs in the transcriptional network constructed by SCENIC, suggesting their potential role in regulating the aging process of corneal cells. Subsequently, we performed a Gene Ontology (GO) enrichment analysis of ZNF281 target genes that were differentially expressed in the aging cornea. The results indicated that ZNF281 might regulate cell growth, cell migration, and response to oxidative stress in aging corneal cells (Figure 1g).

### 2.2 Aging corneal epithelium displays a targeted activation of a specialized antioxidant transcriptional program regulated by ZNF281 and FOXO3

To further understand the role of ZNF281 in organ aging, we performed a comparative single‐cell transcriptomic analysis between the cornea and other aging organs, including heart, lung (Ma et al., 2021), and hippocampus (Zhang et al., 2021) from monkeys, using publicly single‐cell RNA sequencing datasets (Figure S2). Intriguingly, ZNF281 exhibited a distinctive upregulation in the aging cornea, despite no significant difference in its baseline expression between the cornea and other organs in monkeys (Figure 1h; Figure S3a–d). FOXO3 displayed a similar expression change pattern across different organ aging processes, akin to ZNF281, with the exception of its upregulation in excitatory neurons (ExN) cells from the hippocampus (Figure S3e). Furthermore, we analyzed the expression changes of ZNF281 and FOXO3 in aging human cornea (Li et al., 2021; Maiti et al., 2022), as well skin (Zou et al., 2021), bone marrow (Oetjen et al., 2018), brain (Emani et al., 2024), skeletal muscle (Kedlian et al., 2024), myometrium (Punzon‐Jimenez et al., 2024). Consistent with our findings in monkeys, ZNF281 was demonstrated to be upregulated in the cornea while downregulated in other aging organs, such as skeletal muscle and myometrium (Figure 1h; Figure S4a–f). FOXO3 was also mainly upregulated in aged cornea, although upregulated in a few cells within other aging tissues, such as macrophage from aging skeletal muscle and fibroblast in aging myometrium (Figure S4g). Further, we examined the expression changes of other TFs known to regulate antioxidant gene expression, such as NRF2 (Ma, 2013) and YAP1 (Shao et al., 2014). Although these genes were upregulated in aged corneal cells, they exhibited distinct expression patterns during aging in other organ, underscoring the specific roles of ZNF281 and FOXO3 in corneal aging (Figures S3f,g and S4h,i).

We then analyzed the expression of ZNF281 targeted genes in stem cells from various organs, including monkey corneal cells (LSCs and TACs), skin stem cells (basal cells, BCs), hematopoietic stem cells (HSCs), MSCs, and neural stem cells (NSCs) from the hippocampus, and mesenchymal stem cells (MSCs) (Leveque et al., 2019), and found that the expression of these genes increased in LSCs, with minor changes in BCs, HSCs, and NSCs during aging. In contrast, the expression of some of these genes even decreased in aging MSCs compared to the young MSCs (Figure 1i). Moreover, we compared the expression levels of antioxidant genes during the aging and observed specific upregulation in LSCs and TACs. The expression of these genes was downregulated in human MSCs, consistent with the changes in ZNF281 and FOXO3 expression levels (Figure 1j **)**.

To further explore the role of ZNF281 and FOXO3, we analyzed their expression changes in other corneal diseases. We investigated the role of ZNF281 and FOXO3 using single‐cell transcriptomic datasets from human keratoconus corneas (Dou et al., 2022), a disease characterized by decreased antioxidant capacity. We found downregulation of ZNF281 and FOXO3, along with most of their targeted antioxidant genes (Figure S5) in keratoconus corneas, suggesting that the dysregulation of the antioxidant programs mediated by ZNF281 and FOXO3 may be involved in the development of keratoconus.

In summary, our results showed that ZNF281 and FOXO3 were specifically upregulated in aged corneal epithelial cells, indicating their crucial role in maintaining corneal homeostasis during aging.

### 2.3 ZNF281 exhibits anti‐aging capabilities

To provide further evidence that the ZNF281 and FOXO3 can protect against aging‐associated oxidative damage and aging, we assessed whether manipulation of their expression levels could modulate these processes in human MSCs, which exhibit *ZNF281* downregulation during normal aging (Figure 1j). To reveal the role of oxidant stress in cellular aging, we initially treated MSCs with H₂O₂ to induce oxidative stress and found an increased proportion of β‐gal‐positive cells, a characteristic marker of cellular senescence (Figure 2a,b). We found that overexpressing ZNF281 led to a decrease in the number of SA‐β‐gal‐positive MSCs (Figure 2c,d; Figure S6a **)**, while knocking down ZNF281 resulted in an increase in the number of SA‐β‐gal‐positive MSCs, indicating an overall anti‐senescence effect of ZNF281 (Figure 2e,f; Figure S6b). Furthermore, knockdown of ZNF281 in human corneal epithelial cells (CECs), human fibroblast (HFFs), and retinal pigment epithelial (RPEs) results in significantly increased SA‐β‐gal‐positive cells, and knockdown of FOXO3 also increased SA‐β‐gal‐positive cells (Figure S6c–i). In summary, our results suggesting that ZNF281 plays a role in conferring resistance to senescence, possibly through enhancing antioxidant capacity.

**FIGURE 2:**
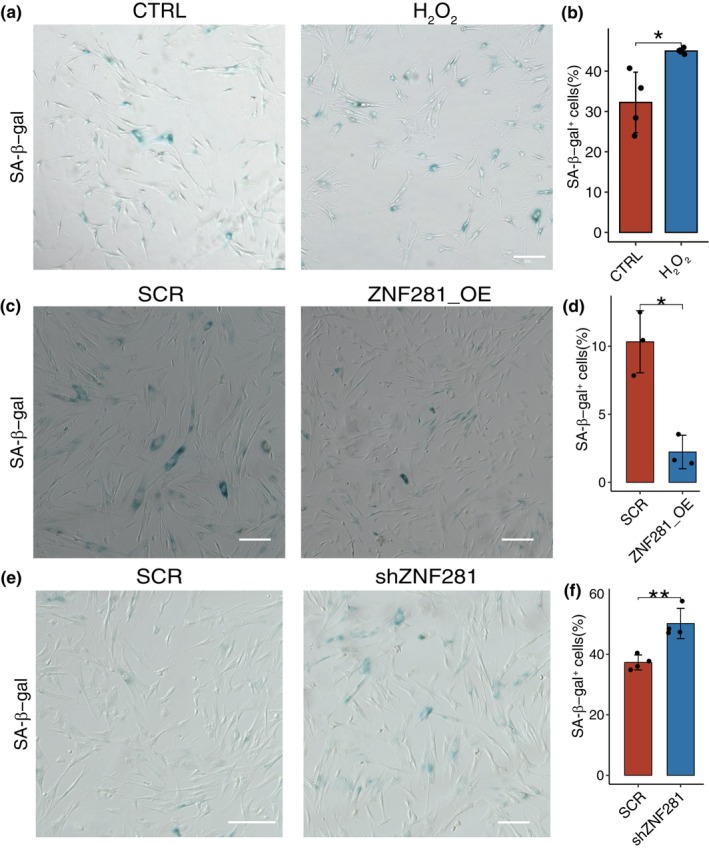
The antiaging role of ZNF281 in MSC. (a) Representative micrographs showing SA‐β‐gal‐positive cells among control MSCs and H_2_O_2_‐treated MSCs, Scale bars = 20 μm. (b) Bar plots showing the increase in SA‐β‐gal‐positive MSCs number following H_2_O_2_ treatment. Data are presented as the mean ± SEM. *n* = 4 for each group. *p < 0.05. (c) Representative micrographs showing SA‐β‐gal‐positive (aging) cells among control MSCs and *ZNF281*‐overexpressing MSCs. (d) Bar plots showing the decrease in SA‐β‐gal‐positive MSCs when *ZNF281* is overexpressed. Data are presented as the mean ± SEM. *n* = 3 for each group. *p < 0.05. (e) Representative micrographs showing SA‐β‐gal‐positive (aging) cells among control MSCs and *ZNF281*‐knockdown MSCs. (f) Bar plots showing the increase in SA‐β‐gal‐positive MSCs when *ZNF281* is knocked down. Data are presented as the mean ± SEM. *n* = 4 for each group. **p < 0.01.

In conclusion, our results underscore the pathophysiological importance of ZNF281 and FOXO3 autologous upregulation during corneal epithelial aging. We also hypothesize that the activation of ZNF281 and FOXO3 may enhance the antioxidant capacity of other stem cells to maintain tissue homeostasis and resist aging **(**Figure 1g **)**.

### 2.4 ZNF281 and FOXO3 exhibit a consistent ability to sense and mitigate oxidant stress

To further examine whether *ZNF281* and *FOXO3* mediate antioxidant capacity of epithelial cells, we first examined expression in human CECs treated with H_2_O_2_ (Figure S7a,b) and found that ZNF281 and FOXO3 were upregulated at both mRNA and protein levels following exposure (Figure 3a–c; Figure S8), indicating that ZNF281 and FOXO3 can sense the elevated ROS levels. Furthermore, we conducted additional investigations to assess the functions of ZNF281 and FOXO3. By knocking down FOXO3, we found an elevation in ROS levels (Figure S7c,d) suggesting that FOXO3 plays a role in diminishing oxidative stress. Additionally, DCFH‐DA staining for cellular ROS levels demonstrated that overexpression of either ZNF281 or FOXO3 decreased H_2_O_2_‐induced ROS (Figure 3d–g), implying their role in enhancing cellular antioxidant capacity. Overall, these findings confirm that ZNF281 and FOXO3 have the ability to activate autologously, allowing them to sense and mitigate oxidative stress. In doing so, they contribute to the maintenance of redox homeostasis in aged corneal epithelial cells. Taken together, these results provide further support for the idea that ZNF281 and FOXO3 are involved in protecting against aging‐related oxidative damage and senescence in corneal epithelium and MSCs.

**FIGURE 3:**
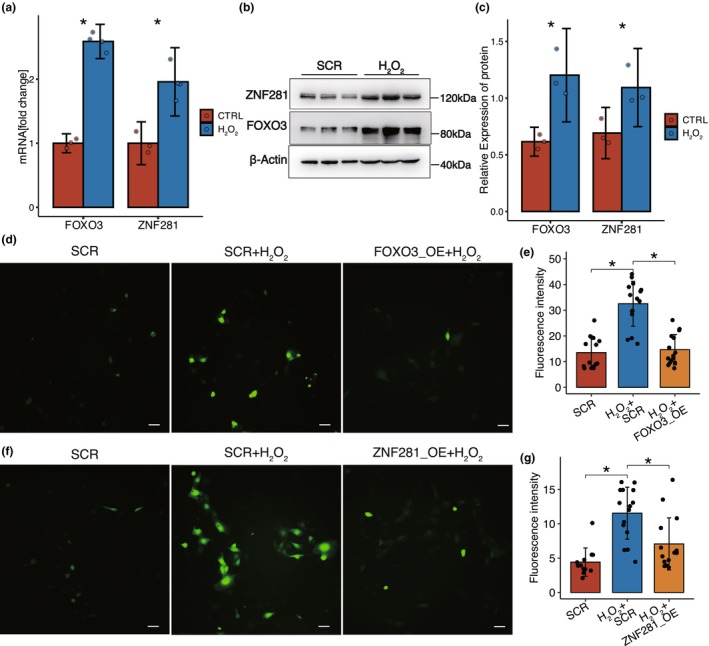
ZNF281 and FOXO3 exhibit a consistent ability to sense and mitigate oxidant stress. (a) Bar plot showing the *ZNF281* and *FOXO3* mRNA levels are upregulated by H_2_O_2_ treatment in hCECs. Data are presented as the mean ± SEM. *n* = 3 for CTRL and *n* = 4 for H_2_O_2_ group. *p < 0.05. (b) Sample Western blot revealing upregulation of ZNF281 and FOXO3 by ROS accumulation. (c) Bar plot quantifying the Western blot reveals a significant increase in ZNF281 and FOXO3 protein levels as a result of ROS elevation. Data are presented as the mean ± SEM. *n* = 3 for each group. *p < 0.05. (d) Representative micrographs showing ROS levels as measured by DCFH‐DA fluorescence in control hCECs, *FOXO3*‐overexpressing (OE) hCECs, scramble control H_2_O_2_‐treated hCECs, and *FOXO3*‐overexpressing H_2_O_2_‐treated hCECs, Scale bars = 20 μm. (e) Bar plot of mean fluorescence intensity in (d). Data are presented as the mean ± SEM. *n* = 15 for each group. *p < 0.05. f, Representative micrographs showing ROS levels as measured by DCFH‐DA fluorescence in control hCECs, *ZNF281*‐overexpressing hCECs, scramble control H_2_O_2_‐treated hCECs, and *ZNF281*‐overexpressing H_2_O_2_‐treated hCECs, Scale bars = 20 μm. (g) Bar plot of mean fluorescence intensity in (f). Data are presented as the mean ± SEM. *n* = 15 for each group. *p < 0.05.

### 2.5 ZNF281 and FOXO3 form a positive feedback loop to collaboratively mitigate oxidative stress collaboratively

Through co‐expression analysis, we found that the expression of ZNF281 and FOXO3 was positive correlated in corneal epithelial cell (Figure S9a). To assess potential interactions between ZNF281 and FOXO3, we performed CUT&Tag experiments on human CECs (Figure S9b). Our results suggested that ZNF281 can bind to the FOXO3 promoter and vice versa (Figure 4a,b), suggesting mutual regulation of expression. Indeed, knockdown and overexpression assays, coupled with qPCR, revealed that ZNF281 and FOXO3 are mutually regulated; specifically, ZNF281 knockdown reduces FOXO3 expression (Figure S9c), while its overexpression enhances FOXO3 expression (Figure S9d), and similarly, FOXO3 manipulation affects ZNF281 levels (Figure S9e–g). Protein expression levels of both ZNF281 and FOXO3 also decreased following the knockdown of *ZNF281* and *FOXO3* (Figure 4c–e; Figures S9h,i and S10a), and overexpression of FOXO3 elevated ZNF281 protein levels (Figure 4f,g; Figure S10b). Collectively, these findings indicate that ZNF281 and FOXO3 form a positive feedback loop, mutually enhancing expression and thereby coordinating the expression of target gene networks.

**FIGURE 4:**
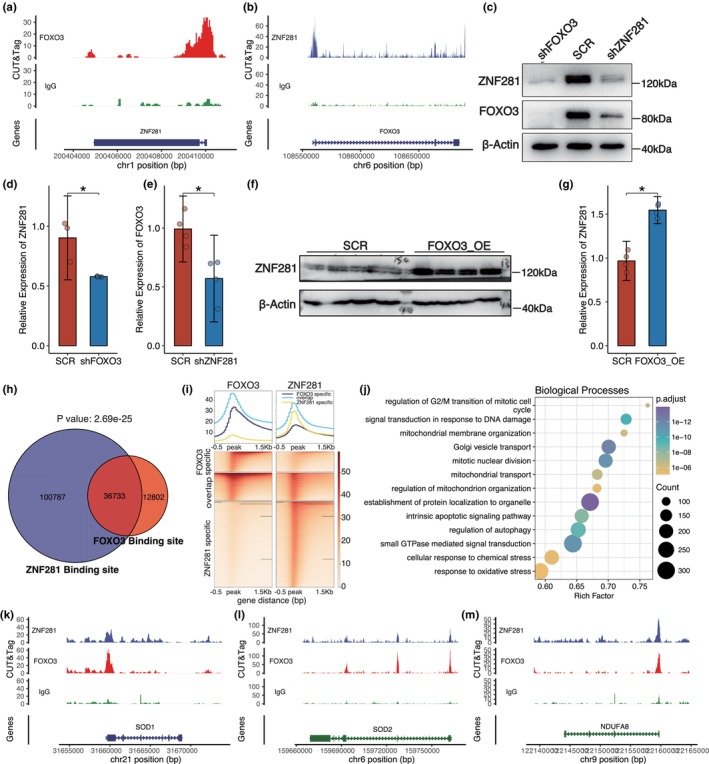
ZNF281 and FOXO3 form a positive feedback loop to mitigate oxidative stress collaboratively. (a, b) Track plot showing the binding of ZNF281 to the *FOXO3* promoter region (a) and vice versa (b). (c) Sample Western blot showing significant reductions in ZNF281 and FOXO3 protein expression levels upon *FOXO3* or *ZNF281* knockdown, respectively. (d, e) Bar plots of Western blotting results showing that ZNF281 protein levels were significantly reduced by FOXO3 knockdown (d) and FOXO3 protein levels by ZNF281 knockdown (e). (d) Data are presented as the mean ± SEM. *n* = 3 for each group. *p < 0.05. (e) Data are presented as the mean ± SEM. *n* = 4 for each group. *p < 0.05. (f, g) Sample Western blot (f) and densitometric quantitation (g) revealing that *FOXO3* overexpression significantly enhanced ZNF281 protein level. Data are presented as the mean ± SEM. *n* = 3 for each group. *p < 0.05. (h) Venn plot showing that the majority of whole‐genome FOXO3 binding sites are co‐occupied by ZNF281. (i) Heatmaps depicting the CUT&Tag intensities of ZNF281 and FOXO3 based on FOXO3‐specific peaks, ZNF281‐specific peaks, and overlapping peaks, respectively. (j) Bubble plot of enriched GO terms for genes nearest to the overlapping peaks of ZNF281 and FOXO3. (k–m) Track plots showing the binding of ZNF281 and FOXO3 to the promoter regions of antioxidant genes (k, l) and genes involved in the OXPHOS (m).

Furthermore, we found a significant overlap of genome‐wide binding sites by ZNF281 and FOXO3 respectively (Figure 4h). Specifically, there were 35,755 binding sites shared by ZNF281 and FOXO3 (Figure 4h,i), and the corresponding genes were enriched in functions like mitotic nuclear division, and response to oxidative stress (Figure 4j). We observed the promoters of SODs, such as SOD1 and SOD2, were co‐occupied by ZNF281 and FOXO3 in the CECs (Figure 4k,l; Figure S11 **)**, which were consistently upregulated in aged corneal epithelium (Figure 1i,j). In addition, we found that the ZNF281 and FOXO3 bind to the promoter regions of genes implicated in oxidative phosphorylation (OXPHOS), such as *NDUFA8*, *UQCR10*, *UQCRH* (Figure 4m). In summary, our findings indicate that ZNF281 and FOXO3 collaborate to activate SODs and inhibit genes related to OXPHOS, thus helping to mitigate oxidative stress.

To further analysis the cell–cell interaction in aging cornea, we then performed cell communication analysis in aging corneal cells. This analysis revealed enhanced communication strength in aging corneal epithelial cells, with 29 pathways significantly altered during the aging process (Figure S12a, b **)**. We found that the EGF pathways were enhanced in cells with upregulated ZNF281 and FOXO3 expression during aging (Figure S12c–e). Ligands AREG and HBEGF, both target genes of ZNF281 and FOXO3 (Figure S12f, g), and their receptor EGFR were found to act as major signaling molecules from cells significantly expressing ZNF281 and FOXO3, potentially influence their proliferation and migration. Together, these analyses revealed that ZNF281 and FOXO3 could regulate cell–cell communication during corneal epithelial cell aging processes.

### 2.6 ZNF281 and FOXO3 both regulate OXPHOS in the corneal epithelium

Through gene set enrichment analysis, we observed that the expression levels of ZNF281 and FOXO3 significantly impact the regulation of glycolysis and OXPHOS pathways in corneal epithelial cells (Figure 5a–d; Figure S13). 

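RNA from immortalized human corneal epithelial cells (HCECs) carrying a lentiviral shRNA against FOXO3 (shFOXO3) was sequenced beside scramble control cells (shCtrl), with 2 biological replicates per group. The authors trimmed the reads with Trim Galore 0.4.4, aligned them to hg38 with STAR 2.7.3a and counted uniquely mapped reads per gene with HTSeq 0.11.2, and the deposited values are raw counts. The gene totals were 18637615 and 18058243 in the shCtrl libraries and 18009878 and 18401016 in the shFOXO3 libraries. Mitochondrial genes held 3.96% and 3.92% of the counts in shCtrl and 4.30% and 4.26% in shFOXO3. Counts after ZNF281 knockdown are not among the deposited values. From the counts, 17673 genes were kept by edgeR's filter on low counts, normalized by TMM and tested with edgeR's quasi-likelihood test, and a gene was called at an adjusted p below 0.05 and a fold change over 1.3, the thresholds of the paper's methods. FOXO3 (ENSG00000118689.15), on chromosome 6 of hg38 from 108559835 to 108684774, was at 86.2 and 73.4 CPM (counts scaled to a common library size) in shCtrl and at 53.8 and 45.5 CPM in shFOXO3. It fell by 0.69 on the log2 scale (standard error 0.11, adjusted p = 0.0429). This call was lost without a filter on low counts (log2 fold change -0.68, adjusted p = 0.199) and kept with DESeq2 (-0.68, adjusted p = 1.4e-04). It was also lost without shCtrl replicate 1 (log2 fold change -0.57), without shCtrl replicate 2 (-0.80) and without shFOXO3 replicate 2 (-0.57). The edgeR fits with a library left out assume the lone sample to vary like the other group. ZNF281 (ENSG00000162702.8), on chromosome 1 from 200404940 to 200410056, was at 46.7 ± 2.34 CPM (SD, n = 2) in shCtrl and 46.8 ± 1.02 CPM (SD, n = 2) in shFOXO3, a log2 fold change of 0.001 (standard error 0.079) with an adjusted p of 0.996 from edgeR.

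**Figure D1:**
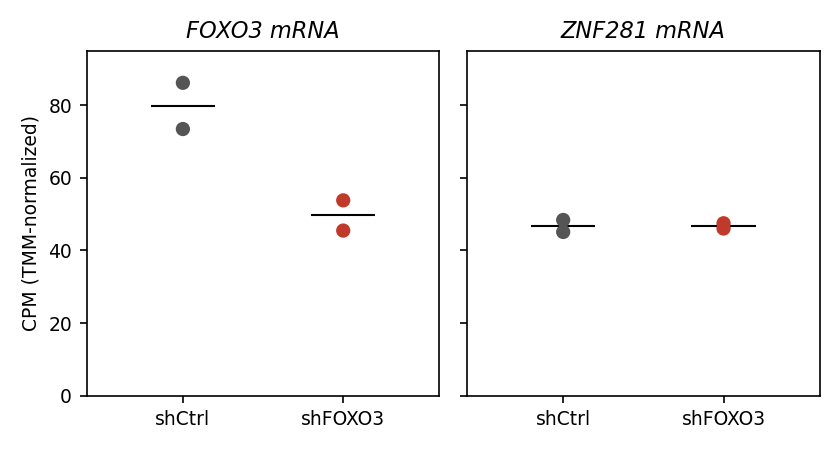
FOXO3 and ZNF281 mRNA in TMM-normalized CPM (y axis) in the shCtrl and shFOXO3 HCEC libraries (points; the line is the mean of 2 libraries). For FOXO3 both shFOXO3 libraries, at 53.8 and 45.5 CPM, lie below both shCtrl libraries.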

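After FOXO3 knockdown, 4 genes of the OXPHOS list rose and none fell, while no gene of the glycolysis/gluconeogenesis list passed the test. Those that rose were the V-ATPase subunits ATP6V0A1, ATP6V0D1 and ATP6V1E1 and the mitochondrially encoded MT-ND1. The list holds the V-ATPase beside the respiratory chain and ATP synthase, of which MT-ND1 was the single gene called. Without a filter on low counts none of them was called. Nor was any with a library left out, but such a fit has 1 library in a group and less power. Of the glycolysis genes at an unadjusted p under 0.05, PGAM1, PGK1, PKM, LDHA and GPI had log2 fold changes between 0.22 and 0.32 and HKDC1, a rare transcript, one of 1.30. Below 0 at that p were GAPDHS (-0.51), AKR1A1 (-0.47), ADPGK, ALDH7A1 (-0.38), BPGM (-0.31), PFKL (-0.27) and ACSS2 (-0.23). Of 119 measured OXPHOS genes in a list of 132, 71 had a log2 fold change above 0 and 48 below (median 0.03), and 5 were higher when adjusted over the list alone. As a set, the OXPHOS genes ranked higher than other genes in camera with a preset correlation of 0.01 (adjusted p = 0.0338 over 24 lists). With an estimated correlation the adjusted p was 0.837, in a setting that none of the 24 lists passed. Fgsea on log2 fold changes (0.498) and fry (0.487) did not pass the set, while fgsea on signed test statistics, tried after the results were seen, did (1.8e-04). Camera's call was kept without members overlapped by another gene (0.0089), also tried afterwards. It was lost without V-ATPase and other proton pumps (0.332) and without mitochondrially encoded genes (0.148). This set call was lost without shCtrl replicate 1 (adjusted p = 0.0984) and without shFOXO3 replicate 2 (adjusted p = 0.478). Of 44 measured glycolysis genes in a list of 67, 27 lay above 0 and 17 below, with a median log2 fold change of 0.05. None of them was called by edgeR over all genes, 2 were lower when adjusted over the list alone, 6 above 0 and 7 below had an unadjusted p under 0.05, and DESeq2 called 1 lower. The glycolysis set did not pass (camera, adjusted p = 0.387; adjusted p = 0.973 with an estimated correlation), while its 21 measured genes for the core steps from hexokinase to lactate dehydrogenase did with the preset correlation (camera, adjusted p = 0.0421; adjusted p = 0.777 with an estimated correlation). That call was lost without shCtrl replicate 1 (adjusted p = 0.268) and without shFOXO3 replicate 2 (adjusted p = 0.262). In the paper's gene set enrichment analysis, both gene sets were upregulated by the knockdown (Fig. 5c,d). From it, the paper reports that FOXO3 levels significantly affect how glycolysis and OXPHOS are regulated in corneal epithelial cells.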

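Across all genes, 84 rose and 76 fell in the shFOXO3 HCECs, and 3413 had an unadjusted p under 0.05 in edgeR's test; DESeq2 at the same thresholds called 148 higher and 156 lower, and edgeR without a filter on low counts 4 and 3. The cholesterol ester hydrolase gene NCEH1, the muscle-associated gene CMYA5, the phosphatase gene DUSP10 and the histone genes H2BC11, H4C9, H2BC12, H2BC5, H1-2 and H2AX were among the 10 largest rises. The Wnt antagonist SFRP1, the growth factor HDGF, the kinase PAK4, the zinc transporter SLC39A6 and the cell cycle inhibitor CDKN1A were among the 10 largest falls. NCEH1 went from 13.6 ± 0.485 to 43.1 ± 2.38 CPM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.10, adjusted p = 0.0028 from edgeR). HDGF went from 510.3 ± 22.1 to 226.2 ± 17.1 CPM (SD, n = 2 each) and fell by 1.17 on the log2 scale (standard error 0.08, adjusted p = 0.0028 from the same test). CDKN1A, at 162.3 CPM in shCtrl and 84.8 CPM in shFOXO3, fell by 0.94. The other large rises had log2 fold changes of 1.89 (H2BC11), 1.67 (H4C9), 1.58 (H2BC12), 1.57 (H2BC5), 1.401 (CMYA5), 1.28 (H1-2), 1.21 (DUSP10), 1.17 (H2AX) and 1.16 (PILRB). PILRB is uncertain, since most of its coding bases lie in exons of another gene on the same strand. The other large falls were -1.25 (SFRP1), -1.20 (ASRGL1), -1.10 (OASL), -1.10 (PAK4), -1.01 (SLC39A6), -0.97 (KIF3B), -0.93 (ENSG00000232581, which overlaps a gene on the opposite strand and is uncertain) and -0.90 (ZDHHC4). Of the metabolic genes printed in Fig. S13d, HSD17B10 (0.77), SLC16A3 (0.58), VCAN (0.97), EXT1 (0.53), MET (0.52) and ATP6V1E1 rose. ATP6V1H (0.47, adjusted p = 0.0863), CYB5R3 (0.42, adjusted p = 0.0531), NDUFAB1 (0.38, adjusted p = 0.085), ACADSB (0.40, adjusted p = 0.14), NT5E (0.94, adjusted p = 0.107) and STC1 (0.88, adjusted p = 0.164) had log2 fold changes above 0 that did not pass edgeR's test. Without shCtrl replicate 1, 7 genes rose and 7 fell, without shCtrl replicate 2, 7 and 6, without shFOXO3 replicate 1, 22 and 16, and without shFOXO3 replicate 2, 27 and 22.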

We investigated the potential effects of ZNF281 and FOXO3 on cellular metabolic profiles by examining their influence on OXPHOS, a major source of ROS within the cell. The knockdown of *ZNF281* or *FOXO3* significantly increased the extracellular acidification rate (ECAR) as measured using a Seahorse extracellular flux analyzer, consistent with enhanced glycolysis and glycolysis capacity (Figure 5e–g). Similarly, *ZNF281* or *FOXO3* knockdown increased oxygen consumption rate (OCR), indicating enhanced OXPHOS (Figure 5h–j). Furthermore, the knockdown of *ZNF281* or *FOXO3* significantly increased the expression of genes in the OXPHOS pathway (Figure 5k; Figure S14). 

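In HCECs with FOXO3 knockdown, the genes of the OXPHOS list called higher were 3 subunits of the V-ATPase and MT-ND1, and no nuclear gene of the respiratory chain was called. ATP6V0D1, which encodes a subunit of the V-ATPase's membrane part, rose from 66.1 ± 5.08 to 97.9 ± 5.90 CPM (SD, n = 2 each), a log2 fold change of 0.57 (standard error 0.08, adjusted p = 0.0328 from edgeR). ATP6V0A1 rose from 41.6 to 59.6 CPM (log2 fold change 0.52, adjusted p = 0.0332 from the same test) and ATP6V1E1 from 59.2 to 81.3 CPM (0.46, adjusted p = 0.0416). MT-ND1, encoded by mitochondrial DNA at positions 3307 to 4262, rose from 766.6 ± 2.04 to 997 ± 3.54 CPM (SD, n = 2 each), a log2 fold change of 0.38 (standard error 0.06, adjusted p = 0.0433). The calls on these V-ATPase subunits and MT-ND1 were lost when any of the 4 libraries was left out. Such a fit has 1 library in a group and called far fewer genes in all. The loss thus does not show that a call rests on that library. For all 4 genes, both shFOXO3 libraries lay above both shCtrl libraries. Of 22 measured genes of the V-ATPase and other proton pumps, 3 were higher and none lower (4 higher adjusted over the list alone; median log2 fold change 0.15). This set passed camera with the preset correlation of 0.01 (adjusted p = 1.5e-04). With an estimated correlation the adjusted p was 0.534, although the estimate for this set, 0.002, lay below the preset value. None of the 24 lists passed in that setting, so the loss there cannot be put down to correlated members. Of the 13 mitochondrially encoded genes, 10 had a log2 fold change above 0 and MT-ND1 was called (1 adjusted over the list alone; camera, adjusted p = 0.0025; adjusted p = 0.534 with an estimated correlation; adjusted p = 0.0735 without shFOXO3 replicate 2). MT-ND4 had a log2 fold change of 0.30 (adjusted p = 0.0591) and MT-CO1 one of 0.10 (adjusted p = 0.373), both from edgeR. Of 84 measured nuclear genes of the respiratory chain and ATP synthase, 43 lay above 0 and 41 below (median 0.003), and edgeR called none, over all genes or adjusted over the list alone, with 5 at an unadjusted p under 0.05; DESeq2 called none over all genes. Several nuclear members, such as SDHA (1.85 and 2.69 CPM in shCtrl and shFOXO3) and NDUFA9 (2.68 and 2.33 CPM), have most of their coding bases in exons of another annotated gene and are uncertain.

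**Figure D2:**
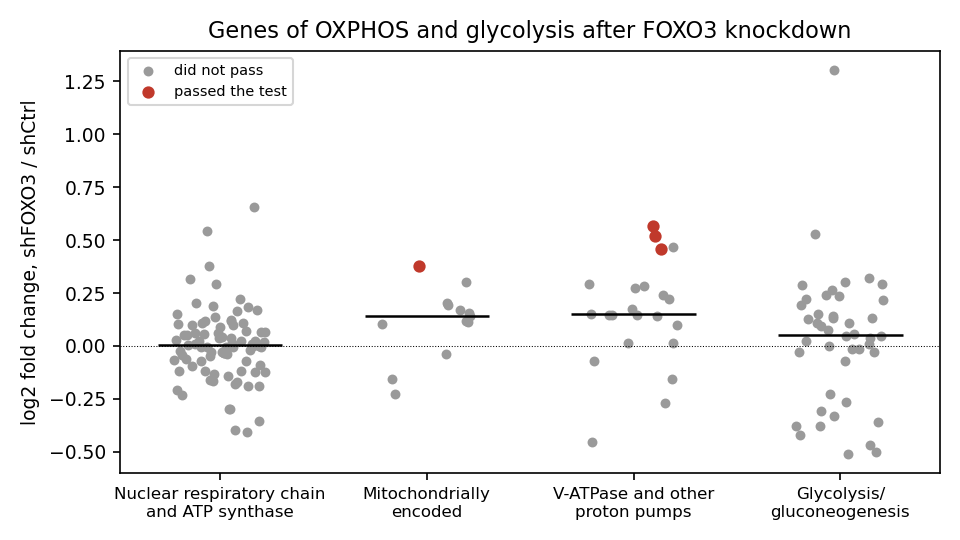
Log2 fold change of shFOXO3 over shCtrl HCECs (y axis) for the measured genes of 4 lists (x axis); each point is a gene, red points passed edgeR's test and lines are medians. The 3 red V-ATPase genes and MT-ND1 lie above 0, and the median of the nuclear respiratory chain genes is 0.003.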

Subsequently, we further performed analyses to evaluate the impact of ZNF281 and FOXO3 on mitochondrial biogenesis. We found that both ZNF281 and FOXO3 can bind to the promoter TFAM, TFB1M, and TFB2M, genes regulating mitochondrial biogenesis (Figure 5l–n). Our data suggest that ZNF281 and FOXO3 not only reduce glycolysis and OXPHOS activities but also influence mitochondrial number. In summary, these results collectively demonstrate that ZNF281 and FOXO3 negatively influence glycolysis and OXPHOS activities and reduce the number of mitochondrial numbers in the corneal epithelium.

**FIGURE 5:**
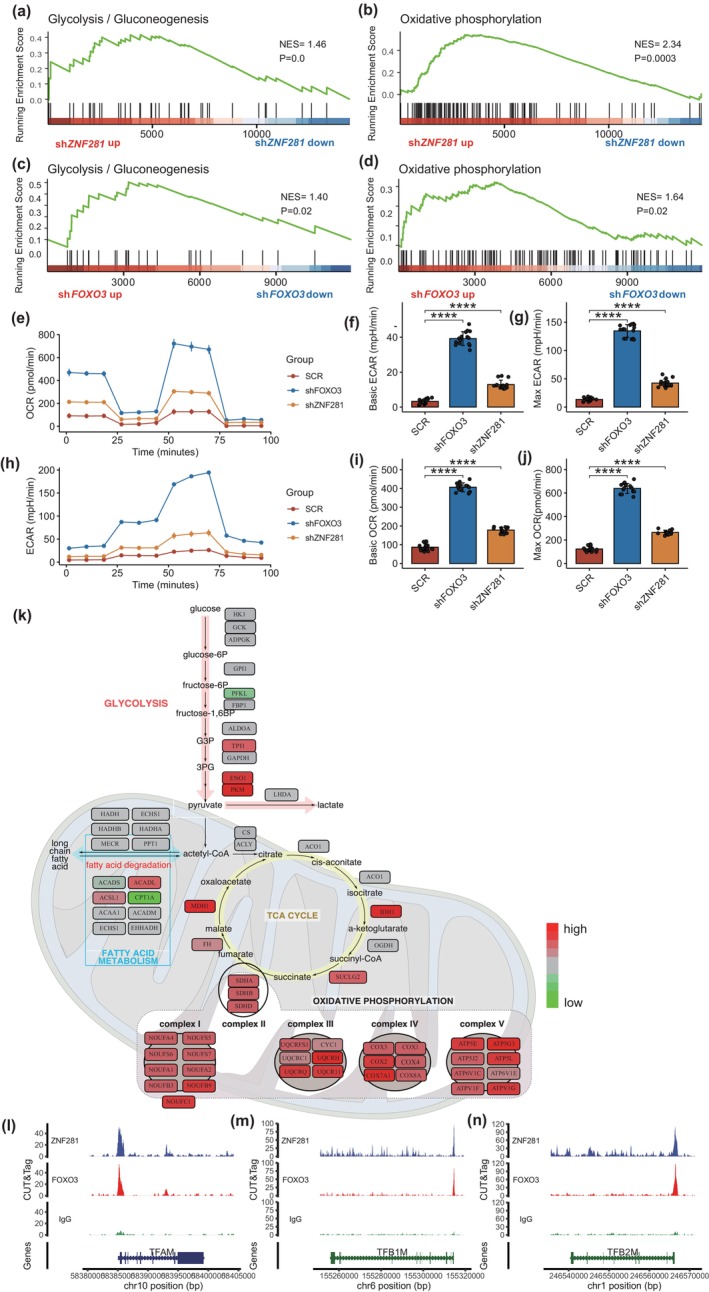
ZNF281 and FOXO3 both regulate oxidative phosphorylation in the corneal epithelium. (a–d) Enrichment plots showing upregulation of the Glycolysis/Gluconeogenesis gene sets by *ZNF281* knockdown (a), upregulation of the “Oxidative Phosphorylation (OXPHOS)”gene set by *ZNF281* knockdown (b), upregulation of the“Glycolysis/Gluconeogenesis”gene set by *FOXO3* knockdown (c), and upregulation of the OXPHOS gene set by *FOXO3* knockdown (d). (e) Seahorse XF analysis of extracellular acidification rate (ECAR) in hCECs following ZNF281 and FOXO3 knockdown. (f, g) Bar plots showing the significantly upregulation of glycolysis rate (f) and glycolytic capacity (g) after *ZNF281* and *FOXO3* knockdown. (f) Data are presented as the mean ± SEM. *n* = 15 for each group. ****p < 0.0001. (g) Data are presented as the mean ± SEM. *n* = 15 for each group. ****p < 0.0001. (h) Seahorse XF analysis of oxygen consumption rate (OCR) in hCECs following ZNF281 and FOXO3 knockdown. (i, j) Bar plots showing the significantly upregulation of basal OCR (i) and max OCR (j) following ZNF281 and FOXO3 knockdown. (i) Data are presented as the mean ± SEM. *n* = 15 for each group. ****p < 0.0001. (j) Data are presented as the mean ± SEM. *n* = 15 for each group. ****p < 0.0001. (k) Heatmap presents changes in metabolism‐related gene expression levels after *ZNF281* knockdown. (l–n) Track plots showing the binding of ZNF281 and FOXO3 to the promoter regions of TFAM (l), TFB1M (m), and TFB2M (n).

## 3 DISCUSSION

In this study, we created a comprehensive single‐cell transcriptomic atlas of the corneal epithelium in both young and aged monkeys. By performing comparative single‐cell transcriptomic analysis of the aged cornea and other aged organs, we discovered the specific activation of a ZNF281‐coding program in the cornea. Notably, we identified a transcriptional positive‐feedback loop between the TF ZNF281 and FOXO3, which enhances ROS sensing and stimulates antioxidant responses in the majority of corneal epithelium. Furthermore, this ZNF281‐FOXO3 loop suppresses mitochondrial metabolism, the primary source of intracellular ROS, and upregulates antioxidative genes like SODs. We hypothesize that the continuous activity of the ZNF281‐FOXO3 loop plays a crucial role in the observed resilience of the corneal epithelium against age‐related damage and aging. (Figure 6).

**FIGURE 6:**
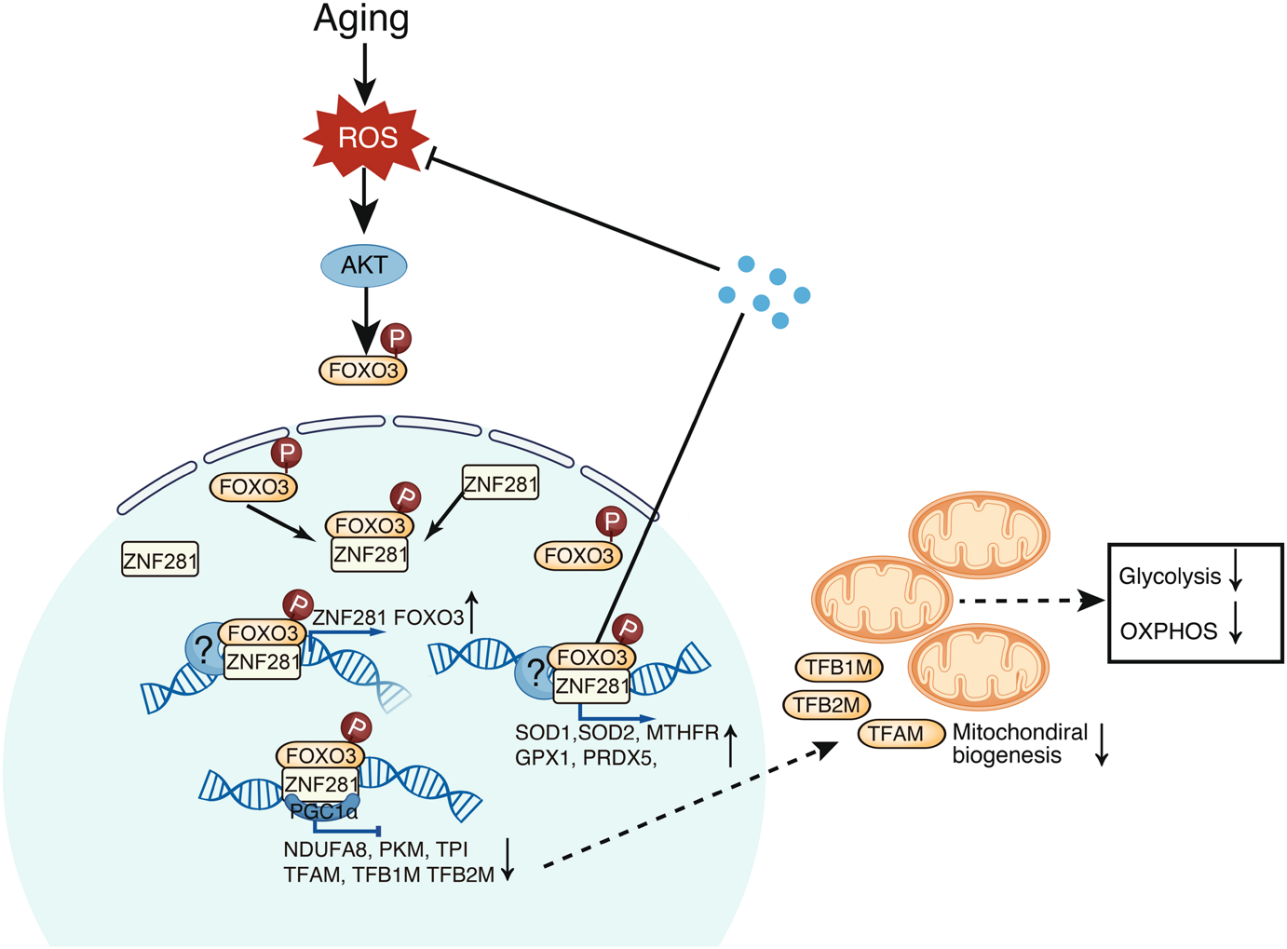
The diagram illustrates the functions of ZNF281 and FOXO3 in corneal epithelial cells during aging. As cells age, there is an increase in the production of reactive oxygen species (ROS), leading to oxidative stress. ZNF281 and FOXO3 serve as sensors for ROS and mutually enhance their expression levels. A potential mechanism for ROS‐mediated upregulation of ZNF281 and FOXO3 involves the induction of FOXO3 phosphorylation by ROS. This phosphorylation prompts FOXO3's translocation from the cytoplasm to the nucleus. Once inside the nucleus, FOXO3 and ZNF281 form a complex with other co‐regulators to upregulate their own expression. The elevated expression of these transcription factors subsequently upregulates antioxidant genes expression, such as SOD1 and SOD2, while downregulating genes related to OXPHOS in mitochondria, and those that govern mitochondrial biogenesis. This coordinated response effectively reduces cellular ROS levels.

Our research has provided novel insights into the functions and relationship of ZNF281 and FOXO3, which formed a positive feedback loop to mitigate oxidative stress collaboratively. While previous studies have shown that FOXO3 is often downregulated with aging in various cell types, such as arterial endothelial cells, leading to reduced efficiency in preventing and repairing DNA damage (Morris et al., 2015; Sanese et al., 2019; Yan et al., 2019; Zhang et al., 2020), our study presents an interesting contrast. We found that the corneal epithelium naturally maintains high levels of FOXO3 and ZNF281 expression as it ages, which helps to suppress ROS. Moreover, our findings indicate that the ZNF281‐FOXO3 loop not only senses and counteracts ROS accumulation, but also regulates the expression of antioxidant genes, such as SOD2 and SOD1, thus aiding in cellular ROS removal. Given that the knockdown of ZNF281 and FOXO3 in CECs, RPEs, and HFFs leads to cellular aging, we hypothesize that sustaining the activity of the ZNF281‐FOXO3 loop—either through its natural activation or through ectopic expression of ZNF281—could be an effective strategy to enhance resistance to aging.

Additionally, our results indicated that ZNF281 and FOXO3 not only reduce glycolysis and OXPHOS activities but also influence mitochondrial quantity. We observed that ZNF281 and FOXO3 bind concurrently to the promoter regions of genes involved in the glycolysis and OXPHOS pathways, thereby suppressing their expression and further diminishing ROS generation. Furthermore, our CUT&Tag results revealed that both ZNF281 and FOXO3 bind to the promoter regions of TFAM, TFB1M, and TFB2M, which are essential for mitochondrial biogenesis (Gleyzer et al., 2005), suggesting that ZNF281 and FOXO3 also contribute to the reduction in mitochondrial numbers. Consistent with our findings, a recent study has validated the role of ZNF281 in suppressing mitochondrial quantity (Zhao et al., 2023). Collectively, our results elucidate a novel mechanism through which ZNF281 and FOXO3 reduce cellular ROS levels. This expands our understanding of ZNF281's functions and sheds light on the intrinsic mechanisms involved in maintaining ROS homeostasis in the cornea.

There are several limitations to our study that should be acknowledged. Firstly, although we observed the antiaging functions of the ZNF281‐FOXO3 feedback loop in MSCs culture, these findings have not been validated in an in vivo environment. It is important to conduct further investigations to confirm these functions in animal models. Secondly, the sample size in our study was limited, and therefore, it would be beneficial to expand the sample size in future studies. Additionally, conducting a more comprehensive analysis using single‐cell atlases of aging tissues throughout the body could provide a stronger foundation for developing therapeutic approaches to combat aging and extend healthy lifespan.

## 4 METHODS

### 4.1 Animals

Two macaque monkeys (*Macaca fascicularis*), one 19‐year‐old (approximately equivalent to 60‐year‐old human) and one 4‐year‐old (comparable to 12‐year‐old human) healthy animal, were provided by Huazhen Laboratory Animal Breeding Centre (Guangzhou, China), an accredited primate research center in Guangzhou. All animal procedures were performed according to Principles for the Ethical Treatment of NonHuman Primates as well as the Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee (IACUC) of Zhongshan Ophthalmic Center of Sun Yat‐sen University (2019–150). Animals were maintained at 25°C under a 12 h/12 h light/dark schedule at Huazhen Laboratory Animal Breeding Centre, and fed a commercial diet twice daily plus fruits once daily and were sufficient water.

### 4.2 Corneal epithelium dissociation and cell isolation

The cornea was excised under anesthesia and digested in a solution of Dispase II (10 mg/mL) at 37°C for 2 h. Subsequently, the corneal epithelium was carefully dissected using forceps, and transferred to a 1.5 mL EP tube containing Dispase II (2.5 mg/mL) at 37°C for 15 min with gentle shaking every 5 min to dissociate the cell aggregates into single cells. Single cell suspensions were diluted to about 1000 cells/μL in Ames Medium supplemented with 0.04% bovine serum albumin (BSA).

### 4.3 Cell culture

Human MSCs were cultured in DMEM medium supplemented with 15% fetal bovine serum, 0.1 mM nonessential amino acids, and 1% penicillin/streptomycin. Immortalized human corneal epithelial cells (hCECs) were cultured in DMEM‐F12 supplemented with 5 μg/mL human insulin (MCE), 10 ng/mL recombinant human epidermal growth factor (EGF, Sigma) and 1% streptomycin at 37°C under a 5% CO_2_ atmosphere. RPEs and HFFs were cultured in DMEM medium supplemented with 10% fetal bovine serum, and 1% penicillin/streptomycin. Cells were passaged and harvested for seeding using 0.05% Trypsin—EDTA.

### 4.4 Knockdown or overexpression of ZNF281 and FOXO3

Lentiviral vectors carrying shRNA against human FOXO3 and ZNF281, as well as FOXO3 and ZNF281 overexpression constructs, were generated and packaged by VectorBuilder (Guangzhou, China). For transfection, cell lines were seeded overnight and then incubated for 11 h in culture medium containing lentivirus at a multiplicity of infection (MOI) of 10 in the presence of 10 μg/mL polybrene. Following incubation, the lentivirus‐containing medium was replaced with fresh culture medium.

### 4.5 Real‐time quantitative PCR (RT‐qPCR)

Cells were collected by centrifugation and total RNA isolated using TRIzol Reagent (ThermoFisher Scientific) according to the manufacturer's instructions. A 2 μg sample of total RNA was reverse transcribed into cDNA using Reverse Transcription Master Mix (Tiangen). RT‐qPCR reactions were performed on a LightCycler® 480 System (Roche) using AceQ qPCR SYBR Green Master Mix (Vazyme) according to the manufacturer's protocol. Target gene expression was normalized to the expression of *ACTB*.

### 4.6 Western blotting

Cells were lysed in cold RIPA buffer and total protein measured using a BCA kit. Equal amounts of protein were separated by SDS‐PAGE and transferred to 0.2 mm PVDF membranes (Millipore). Membranes were incubated with primary antibodies at 4°C overnight and then with horseradish peroxidase (HRP)‐conjugated secondary antibodies. Grayscale images of membranes were analyzed using ImageJ.

### 4.7 Metabolic flux assays

ECAR and OCR were measured using the Seahorse XF24 system (Agilent Technologies). Briefly, 4.5 × 10^4^ cells were seeded with normal growth medium (DMEM‐F12, 5 μg/mL human insulin, 10 ng/mL recombinant human EGF, and 1% streptomycin) on Seahorse XF24 Cell Culture Microplates. After 24 h, cells were washed with 900 μL XF Assay Medium (pH 7.4) supplemented with 2 mM L‐glutamine, with or without 10 mM glucose, and with or without 1 mM Na pyruvate. Growth medium was then exchanged with 500 μL XF Assay Medium. Cells were placed in a CO_2_‐free incubator at 37°C for 1 h, followed by measurement of ECAR and OCR using the Seahorse XF Glycolysis Stress Test Kit (Agilent Technologies) and Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies), respectively, according to the manufacturer's protocols. Subsequent, the cell count was accurately determined using hormony to ensure precise normalization of the ECAR and OCR measurements, facilitating reliable and consistent data interpretation.

### 4.8 Measurement of ROS

Intracellular ROS levels were measured using the fluorescent probe 2′, 7′‐dichlorodihydrofluorescein diacetate (DCFH‐DA, Beyotime, China). Cells were seeded onto 96‐well plates at 5 × 10^4^ cells/well, incubated with 10 μM DCFH‐DA for 20 min at 37°C in the dark, and washed three times in serum‐free medium. Fluorescence emission intensity at 488 nm was calculated using ImageJ. Three biological replicates were conducted for each treatment.

### 4.9 Senescence‐associated β‐galactosidase staining

For senescence‐associated β‐galactosidase (SA‐β‐gal) staining, cells were first washed with PBS, fixed in 2% formaldehyde plus 0.2% glutaraldehyde for 5 min, and then incubated overnight in freshly prepared staining solution at 37°C. Staining intensity was analyzed using ImageJ.

### 4.10 Single‐cell RNA‐seq library preparation and sequencing

Single‐cell RNA‐seq libraries were prepared using the Single‐cell 3' Library and Gel Bead Kit V2 and Gel Bead Kit (both from 10x Genomics, Pleasanton, CA, USA) according to the manufacturer's protocol. Briefly, single epithelial cells were lysed and the released RNA subjected to barcoded reverse transcription in gel beads in emulsion (GEMs). Libraries were sequenced on an Illumina HiSeq X Ten system.

### 4.11 Bulk RNA‐seq libraries preparation and sequencing

*FOXO3* knockdown human corneal epithelial cells (KD‐hCECs) and scrambled control hCECs were prepared as described and harvested. Total RNA was obtained using TRIzol Reagent (ThermoFisher Scientific) and RNA quality was confirmed using a Bioanalyzer 2100 system (Agilent Technologies). Sequencing libraries were generated using the NEBNext Ultra™ RNA Library Prep Kit (NEB) and sequenced on the Illumina HiSeq X Ten system. We set 2 biological replicates for each group to eliminate technical variance.

### 4.12 Cleavage under targets and tagmentation (CUT&Tag) sequencing

CUT&Tag sequencing was performed strictly following the kit manufacturer's protocol (Vazyme, S602‐01). To isolate cell nuclei, cells were first immersed in cooled NE1 buffer for 10 min, centrifuged, rehydrated in wash buffer, and weakly cross‐linked in 16% formaldehyde for 2 min. The cross‐linking reaction was terminated by the addition of 2.5 M glycine. The isolated nuclei were magnetically tagged with ConA beads, immersed in antibody‐binding buffer, and divided into several 0.5‐mL tubes for antibody incubation overnight at room temperature or 4°C. Postincubation, samples were washed to eliminate nonaffixed primary antibody, rehydrated, incubated in wash buffer supplemented with the secondary antibody at 4°C for one hour, washed again, resuscitated in the 300‐wash buffer inclusive of pA‐Tn5, and incubated at 4°C for another hour. Samples were washed in 300‐wash, replenished in tagmentation buffer, and maintained at 37°C for 1 h to conduct the Tn5 tagmentation reaction. Samples were then washed using TAPS wash buffer supplemented with 5 μL release solution and incubated in a thermocycler at 58°C for one hour to extract Tn5 and ready the tagmented chromatin for PCR. A neutralizing solution was added, followed by the introduction of barcoded primers and NEBNext PCR mix. Finally, PCR amplification was conducted using 12–14 swift cycles, and samples were cleaned by a single round of SPRIselect bead incubation. Yields were quantified using a TapeStation Bioanalyzer instrument and compiled for sequencing.

### 4.13 Processing raw data from scRNA‐seq

Single‐cell RNA‐seq data were processed using CellRanger (Version 3.1.0). Briefly, the FASTQ files were mapped to the *Macaca fascicularis* genome (Macaca_fascicularis_5.0) and used to generate UMI‐based gene–barcode matrices. The genome annotation was based on NCBI *Macaca fascicularis* Annotation Release 98. Gene–barcode matrices were further analyzed using Seurat (Stuart et al., 2019) (version 4.1.0) following the tutorial. Cells with more than 500 detectable genes were retained for subsequent analysis.

### 4.14 Cell type identification

We used the CCA of Seurat to integrate the two datasets from healthy and aging monkeys. The top 2000 highly variable genes from the two datasets were selected, normalized, and integrated. Principal component analysis (PCA) was then conducted on the integrated data and the significant principal components (*p* < 10^−5^) were selected. Clustering was then performed using the *FindClusters* function. Cluster‐specific genes were identified using the *FindAllMarker* function and compared to well‐known markers of corneal epithelium cell types for annotation of each cluster.

### 4.15 Identification of DEGs from scRNA‐seq data

We performed differential gene expression analysis of the aging dataset versus the young dataset using the *FindMarkers* function of Seurat. Only genes with adjusted *p* < 0.05 and absolute logarithmic2 fold‐change >0.25 were selected as DEGs.

### 4.16 Analysis of publicly available scRNA‐seq datasets

Raw scRNA‐seq datasets from aging monkey tissues, including lung, heart, and hippocampus, were downloaded from the Genome Sequence Archive (GSA) and processed as described for the corneal scRNA‐seq dataset. The old and young datasets of aging bone, and myometrium were downloaded from the GEO and processed as described for the corneal scRNA‐seq dataset. The processed scRNA‐seq dataset of skeletal muscle was downloaded from https://www.muscleageingcellatlas.org, while the aging brain dataset was downloaded from https://doi.org/10.7303/SYN51111084.1. To compare the differences in ZNF281 and FOXO3 expression across different tissues during the aging process, we performed differential gene expression analysis between aging and young groups within the same dataset for each tissue. The fold change of each gene was used for comparisons across different tissues and species.

### 4.17 Enrichment analysis and gene set score analysis

Enrichment analysis of DEGs was performed using the *enricher* function of the clusterProfiler (Yu et al., 2012) (version 3.14.3) R package, and further gene set enrichment analysis was performed using the *GSEA* function of clusterProfiler. Gene sets were obtained using the msigdbr (Liberzon et al., 2015) (version 7.2.1) R package, and the Seurat *AddModuleScore* function was used to calculate gene sets scores for estimation of relative gene expression levels within pathways in single cells.

### 4.18 Transcriptional regulatory network analysis

Transcriptional regulatory networks were constructed using SCENIC (Aibar et al., 2017) (version 1.1.2–2) with default parameters. hg38 TFs database was download using RcisTarget as reference. Gene regulatory networks were inferred with GENIE3 using all detected genes in nonhuman primate cornea. Enriched TF‐binding motifs, predicted candidate target genes (regulons), and regulon activity were inferred by RcisTarget.

### 4.19 Analysis of data from bulk RNA‐seq

After adapter trimming and removal of low‐quality reads using Trim Galore (version 0.4.4), remaining reads were aligned to the human genome (hg38) using STAR (version 2.7.3a) (Dobin et al., 2013) in the pair‐end mode with default parameters. Genome annotation references were based on gencode release v30. Uniquely mapped reads were retained and counted by HTSeq (version 0.11.2) (Dobin et al., 2013) to generate a gene‐sample matrix. DEGs between *FOXO3*‐KD, *ZNF281*‐KD and scramble groups were identified using DESeq2 (version 1.26.0) (Love et al., 2014) with the criteria of absolute fold change >1.3 and false discovery rate (FDR) adjusted *p* < 0.05.

### 4.20 Cell–cell communication analysis

The R package CellChat (Jin et al., 2021) was employed for cell–cell communication analysis. Briefly, the normalized gene expression matrix and cell labels generated by Seurat were used as input for CellChat. Overexpressed ligands and receptors in each cell type were calculated and then projected onto the protein–protein interaction network. To infer biologically significant cell–cell communication, each interaction was assigned a probability value, and a permutation test was performed. Cell–cell communication alterations in the aging cornea were analyzed using joint manifold learning and quantitative contrasts of multiple cell–cell communication networks. Finally, communication networks were visualized using circle plots, and signaling pathways were illustrated using bubble plots.

### 4.21 CUT&Tag data processing

Paired‐end reads were aligned to UCSC hg38 using Bowtie2 (Langmead & Salzberg, 2012) version 2.3.4.3 with the following options: —end‐to‐end, —very‐sensitive, —no‐mixed, —no‐discordant‐q—phred33‐I 10‐X 700. Peaks were called using MACS3 (Zhang et al., 2008) with the following options:‐f BAMPE, ‐g hs, ‐B, ‐q 0.01. Co‐occupied binding sites were identified using the intersect function from the BEDTools suite. DeepTools was further applied for heatmap visualization with the computeMatrix and plotHeatmap functions. ChIPSeeker was used to annotate the nearest gene to each peak.

### 4.22 Statistical analyses

Date are presented as mean ± SEM. All experimental data were statistically analyzed using R software (R4.2). Comparisons were performed using the two‐tailed Student's t‐test. *p* values lower than 0.05 are considered statistically significant. *, **, *** and **** indicate *p* < 0.05, *p* < 0.01, *p* < 0.001 and *p* < 0.0001, respectively.

## AUTHOR CONTRIBUTIONS

Y.H. conceived and designed the study. X.C., Z.C., X.H., W.D., S.Z., J.C., and L.L. performed experiments. Y.H., Y.X., J.Z., and X.L. analyzed the data and performed statistical analyses. Y.H., Y.X., C.X., and L.L. interpreted the data and wrote the manuscript in discussion with all authors.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Data S1.

## Data Availability

All sequencing data generated in this study are available at Gene Expression Omnibus (GEO) under accession number GSE197745 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197745). The aging skin scRNA‐seq data was downloaded from the GSA under accession number HRA000395. Aging hippocampal scRNA‐seq data was obtained from GSA under accession number CRA004080. Aging heart and lung scRNA‐seq data were downloaded from GSA under accession numbers CRA002689 and CRA002577, respectively. Aging bone marrow scRNA‐seq data was acquired from the National Center for Biotechnology Information (NCBI) GEO under accession number GSE120221, and aging MSC data was obtained from NCBI under the BioProject accession number PRJNA510912. The processed scRNA‐seq dataset of skeletal muscle was downloaded from https://www.muscleageingcellatlas.org, while the aging brain dataset was downloaded from https://doi.org/10.7303/SYN51111084.1. The aging myometrium dataset was obtained from GEO under accession number GSE236660. The aging human cornea dataset was acquired from GEO under accession number GSE218123, and the young human cornea dataset was obtained from GEO under accession number GSE153515.

# Supplementary material for: Comparative single‐cell transcriptomic analysis across tissues of aging primates reveals specific autologous activation of ZNF281 to mitigate oxidative stress in cornea
**Source:** Aging Cell. 2024 Sep 10;23(12):e14319. doi: 10.1111/acel.14319
**Supplement:** Supplementary file 1 — Data S1.

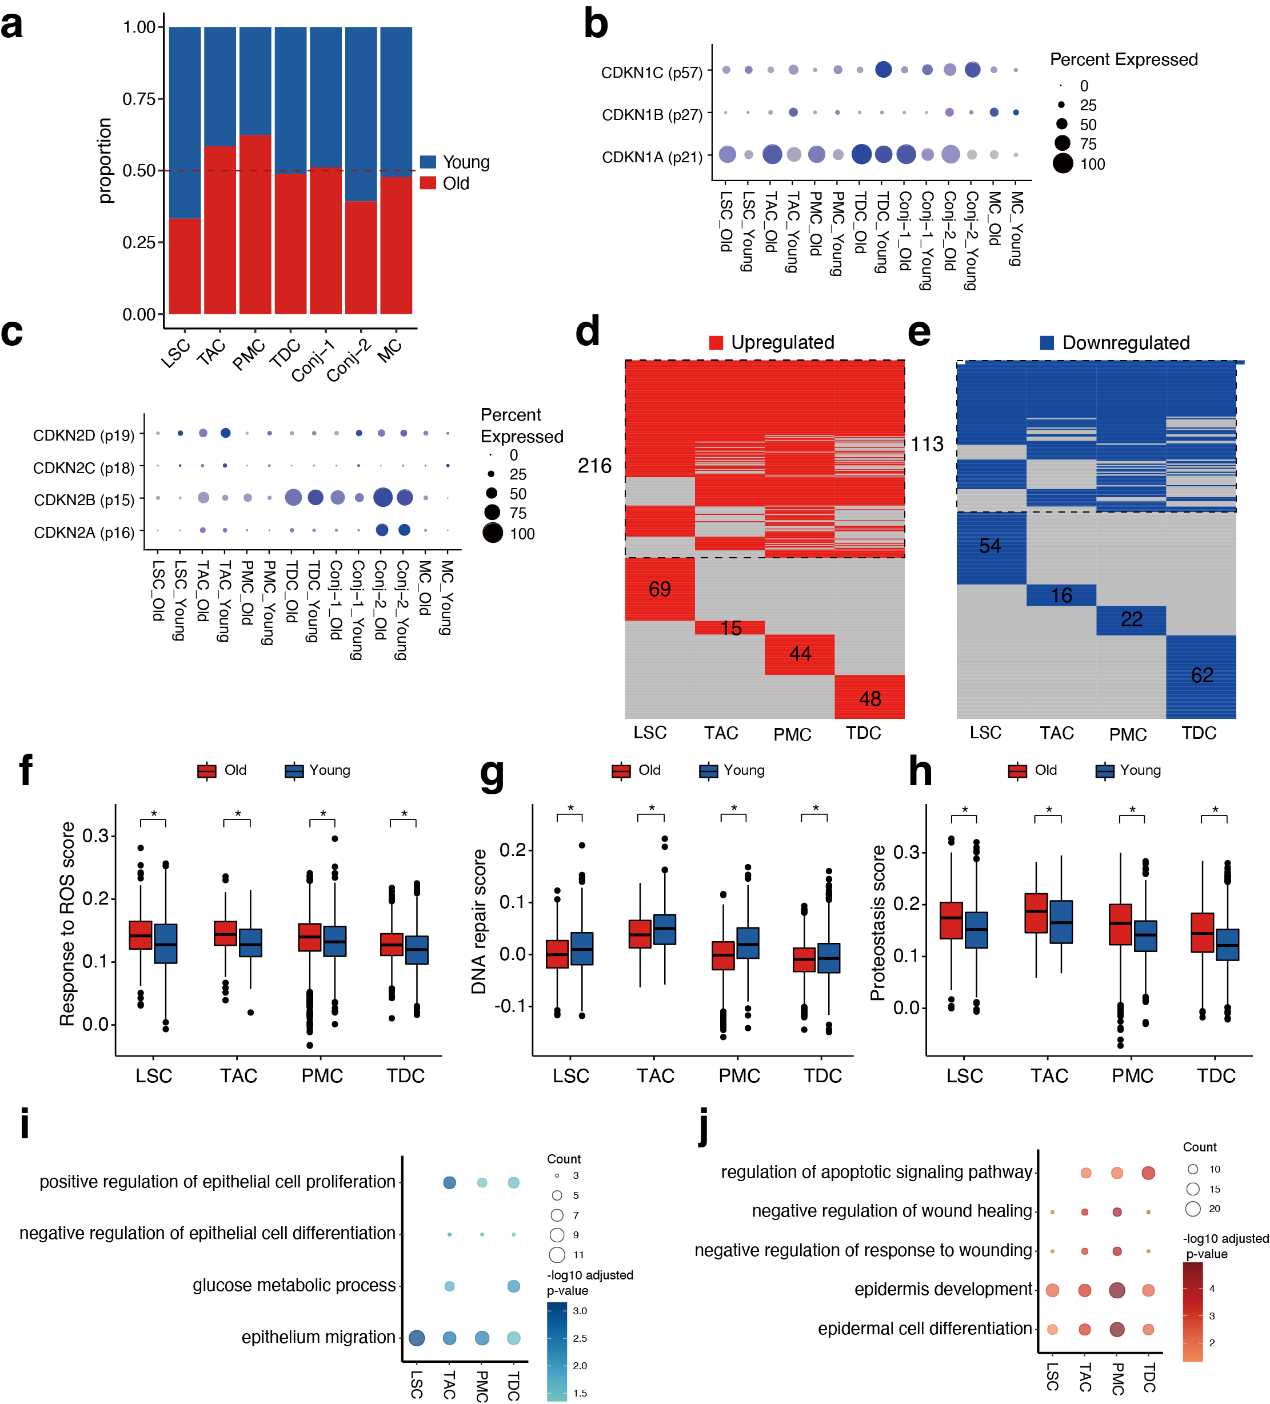

**Supplementary Fig. 1.** **Transcriptomic alteration during corneal epithelium aging. a,** Bar plots of the cell cycle stage distribution for each cell type in young and aged corneal epithelium. **b-c,** Dot plots showing changes in the expression levels of CDKN1A, CDKN1B, and CDKN1C (**b**) and of CDKN2A, CDKN2B, CDKN2C, and CDKN2D (**c**) during corneal epithelium aging. **d-e,** Heatmaps of upregulated **(d)** and downregulated **(e)** differentially expressed genes (DEGs) associated with aging for each cell type. **f-h,** Violin plots of gene set scores related to ‘Response to ROS’ (**f**), ‘DNA repair’ (**g**), and ‘Proteostasis’ (**h**) in young and old corneal epithelium. **i,** Dot plots showing shared GO terms of upregulated DEGs across cell types. **j,** Dot plots showing shared GO terms of downregulated DEGs across cell types.

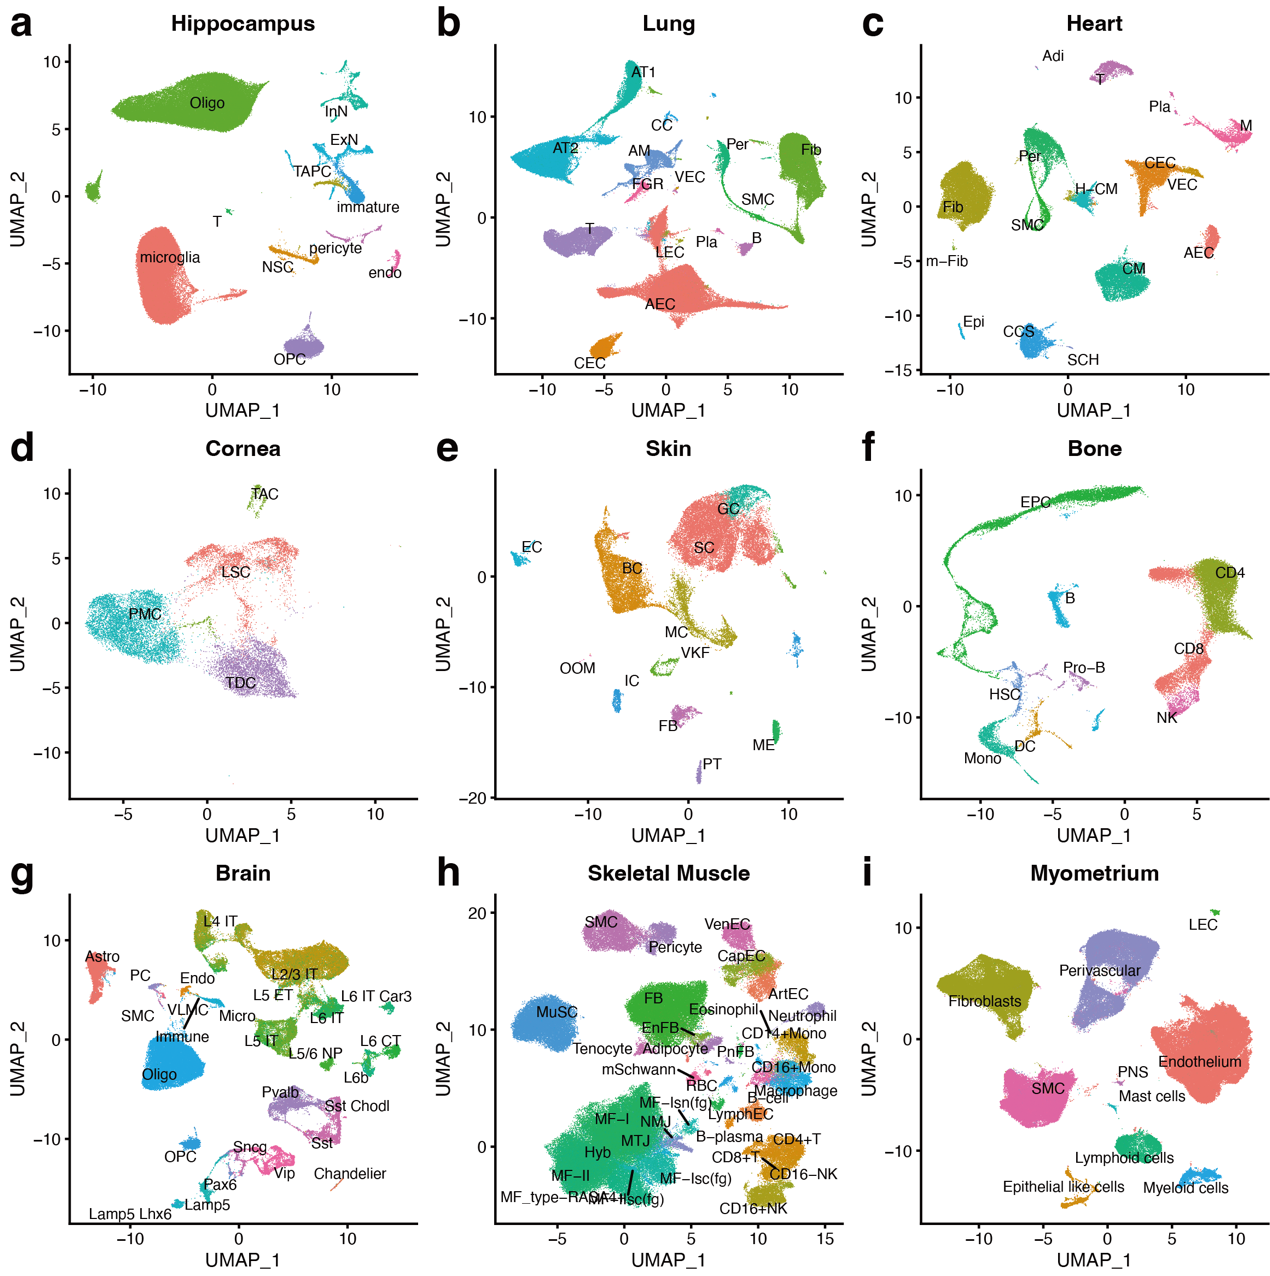

**Supplementary Fig. 2. UMAP visualization of all cell types in scRNA-seq of aging organs. a,** UMAP plot showing different cell types in the monkey hippocampus. NSC, neural stem cells; TAPC, transiently amplifying progenitor cells; ImN, immature neurons; ExN, excitatory neurons; InN, inhibitory neurons; OPC, oligodendrocyte progenitor cells; Oligo, oligodendrocytes; EC, endothelial cells; pericytes; VLMC, vascular leptomeningeal cells. **b,** UMAP plot showing different cell types in monkey lung. AEC, arterial endothelial cell; CEC, capillary endothelial cell; VEC, venous endothelial cell; LEC, lymphatic endothelial cell; Fib, fibroblast; SMC, smooth muscle cell; Per, pericyte; AT1, alveolar type I cell; AT2, alveolar type II cell; CC, ciliated cell; AM, alveolar macrophage; Pla, plasmocyte; FGR, FGR-positive cell. **c,** UMAP plot showing different cell types in monkey heart. M-Fib, myofibroblast; Fib, fibroblast; AEC, arterial endothelial cell; CEC, capillary endothelial cell; VEC, venous endothelial cell; CM, cardiomyocyte; H-CM, hypertrophic cardiomyocyte; Epi, epicardial cell; CCS, cardiac conduction system cell; Pla, plasmocyte; SCH, Schwann cell; Adi, adipose cell; SMC, smooth muscle cell; Per, pericyte; M, macrophage. **d,** UMAP plot showing different cell types in the cornea. LSC, limbal stem cell; TAC, transit amplifying cell; PMC, post-mitotic cell; TDC, terminally differentiated cell. **e**, UMAP plot showing different cell types in the human skin. MC, mitotic cell; PT, pericyte; OOM, orbicularis oculi muscle; BC, basal cell; VHF, vellus hair follicle; ME, melanocyte; SC, spinous cell; GC, granular cell; EC, endothelial cell; IC, immune cell; FB, fibroblast. **f**, UMAP plot showing different cell types in the bone. EPC, endothelial progenitor cells; HSC, hematopoietic stem cell; DC, Dendritic cells; Mono, monocytes. **g**, UMAP plot showing different cell types in the human brain. L2/3IT, layer2/3 intratelencephalic projecting; L4IT, layer4 intratelencephalic projecting; L5IT, layer5 intratelencephalic projecting; L6IT, layer6 intratelencephalic projecting; L6ITCar3, layer6 intratelencephalic projecting Car3; L5ET, layer5 Extratelencephalic projecting; L5/6NP, layer5/6 Near-projecting; L6b, layer6b; L6CT, layer6 corticothalamic projecting; SST, SST+ neuron, LAMP5, LAMP5+ neuron; SST CHODL, SST+ CHODL+ neuron; PVALB, PVALB+ neuron; LAMP5 LHX6, LAMP5+ LHX6+ neuron; LAMP5, LAMP5+ neuron; SNCG, SNCG+ neuron; VIP, VIP+ neuron; PAX6, PAX6+ neuron; Astro, astrocytes; Oligo, oligodendrocytes; OPC, oligodendrocyte precursor cells; Micro, microglia; Endo, endothelialcells; VLMC, vascular leptomeningeal cells; PC, pericytes; SMC, smooth muscle cells; Immune, immune cells; RB, red blood lineage cells. **h,** UMAP plot showing different cell types in the skeletal MuSC. MF-I, type I myofiber; MF-II, type II myofiber; MF-Isn (fg), type I myofiber fragment from snRNA-seq; MF-IIsn (fg), type II myofiber fragment from snRNA-seq; MF-Isc (fg), type I myofiber fragment from scRNA-seq; MF-IIsc (fg), type II myofiber fragment from scRNA-seq; Specialised MF, specialised myonuclei and myocyte populations; Hyb, hybrid myofiber; MuSC, muscle stem cell; FB, fibroblast; EnFB, endoneurial fibroblast; PnFB, perineurial fibroblast; mSchwann, myelinating Schwann cell; nmSchwann, Non-myelinating Schwann cell; B-plasma, Plasma cell; cDC1, Conventional dendritic cell 1; cDC2, conventional dendritic cell 2; pDC, plasmacytoid dendritic cells; ArtEC, arterial endothelial cell; VenEC, venous endothelial cell; CapEC, capillary endothelial cell; LymphEC, lymphatic endothelial cell; SMC, smooth muscle cell; Pericyte, pericyte; RBC, red blood cell. **i,** UMAP plot showing different cell types in the myometrium. SMC, smooth muscle cell; PNS, peripheral nervous system cell; LEC, lymphatic endothelial cells.

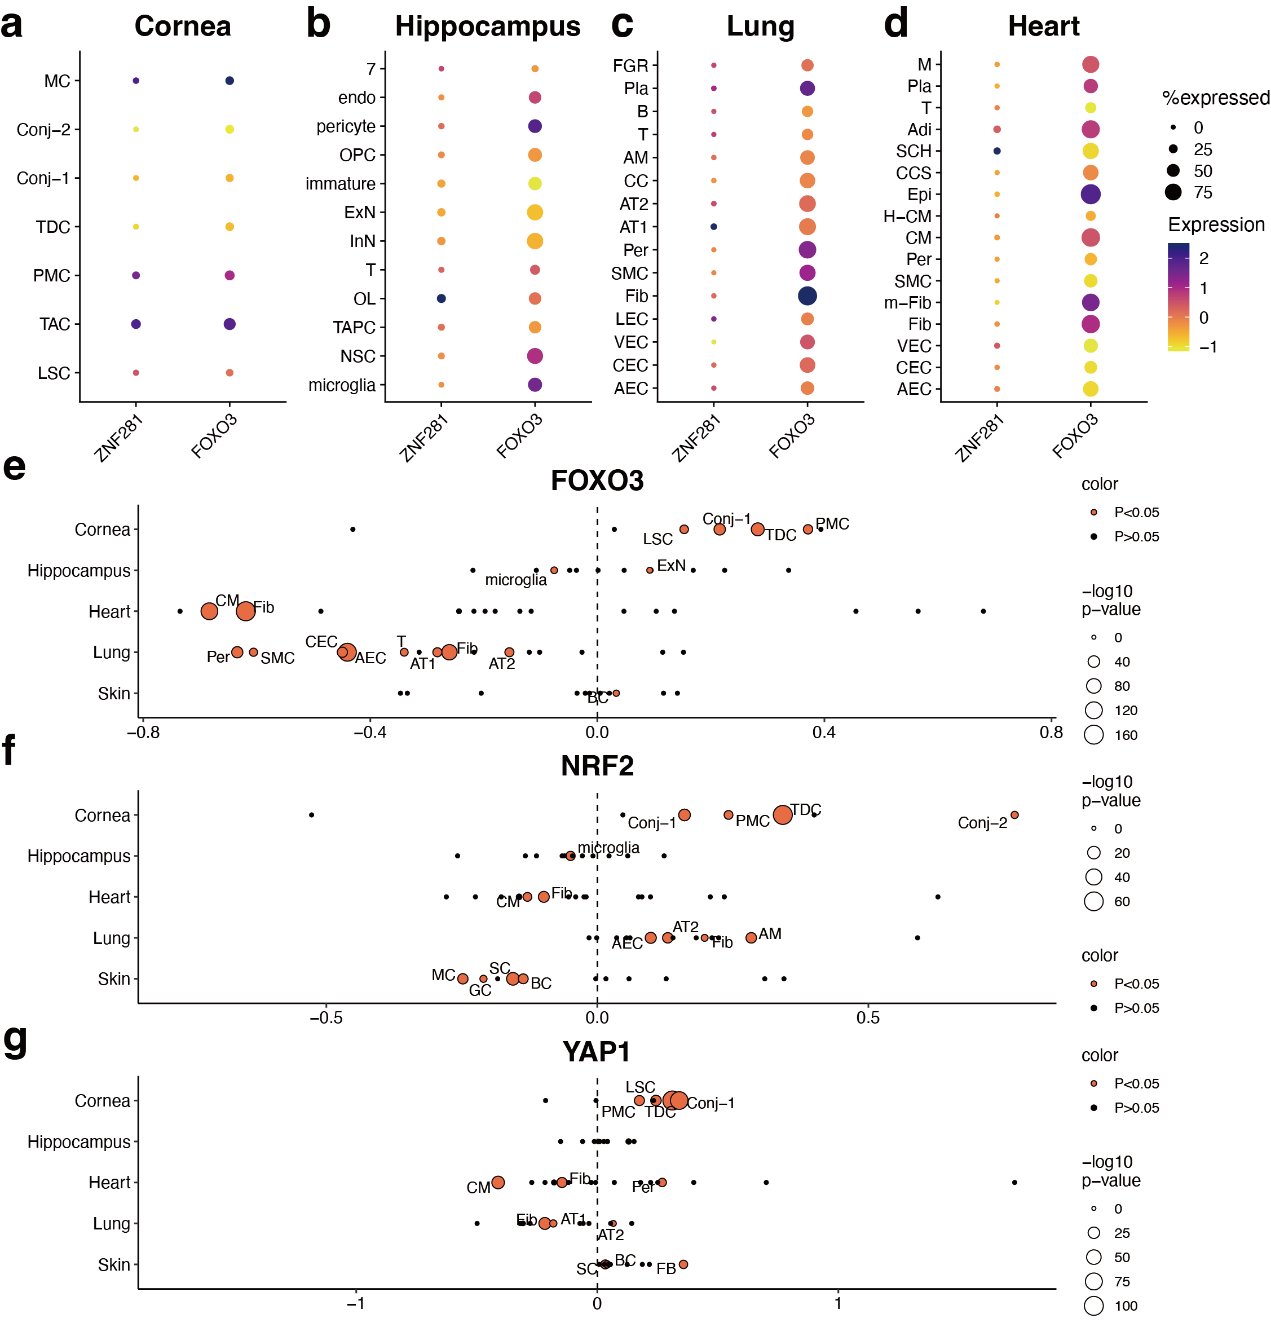

**Supplementary Fig. 3. The baseline expression and transcriptional change across aging monkey organs.** **a-d,** Dot plots showing the baseline expression level of ZNF281 and FOXO3 in young cornea (**a**), hippocampus (**b**), lung (**c**), and heart (**d**). **e-g,** Dot plots showing the variation in *FOXO3* (**e**)*, NRF2* (**f**) *and YAP1* (**g**) expression during aging across different organs. CM, cardiomyocyte; Per, pericyte; Fib, fibroblast; SMC, smooth muscle cell; CEC, capillary endothelial cell; AEC, arterial endothelial cell; AT1, alveolar type I cell; AT2, alveolar type II cell; ExN, excitatory neurons; BC, basal cell; LSC, limbal stem cell; Conj-1, conjunctival epithelial cells-1; Conj-2, conjunctival epithelial cells-2; TDC, terminally differentiated cell; PMC, post-mitotic cell; MC, melanocyte; GC, granular cell; SC, spinous cell; AM, alveolar macrophage.

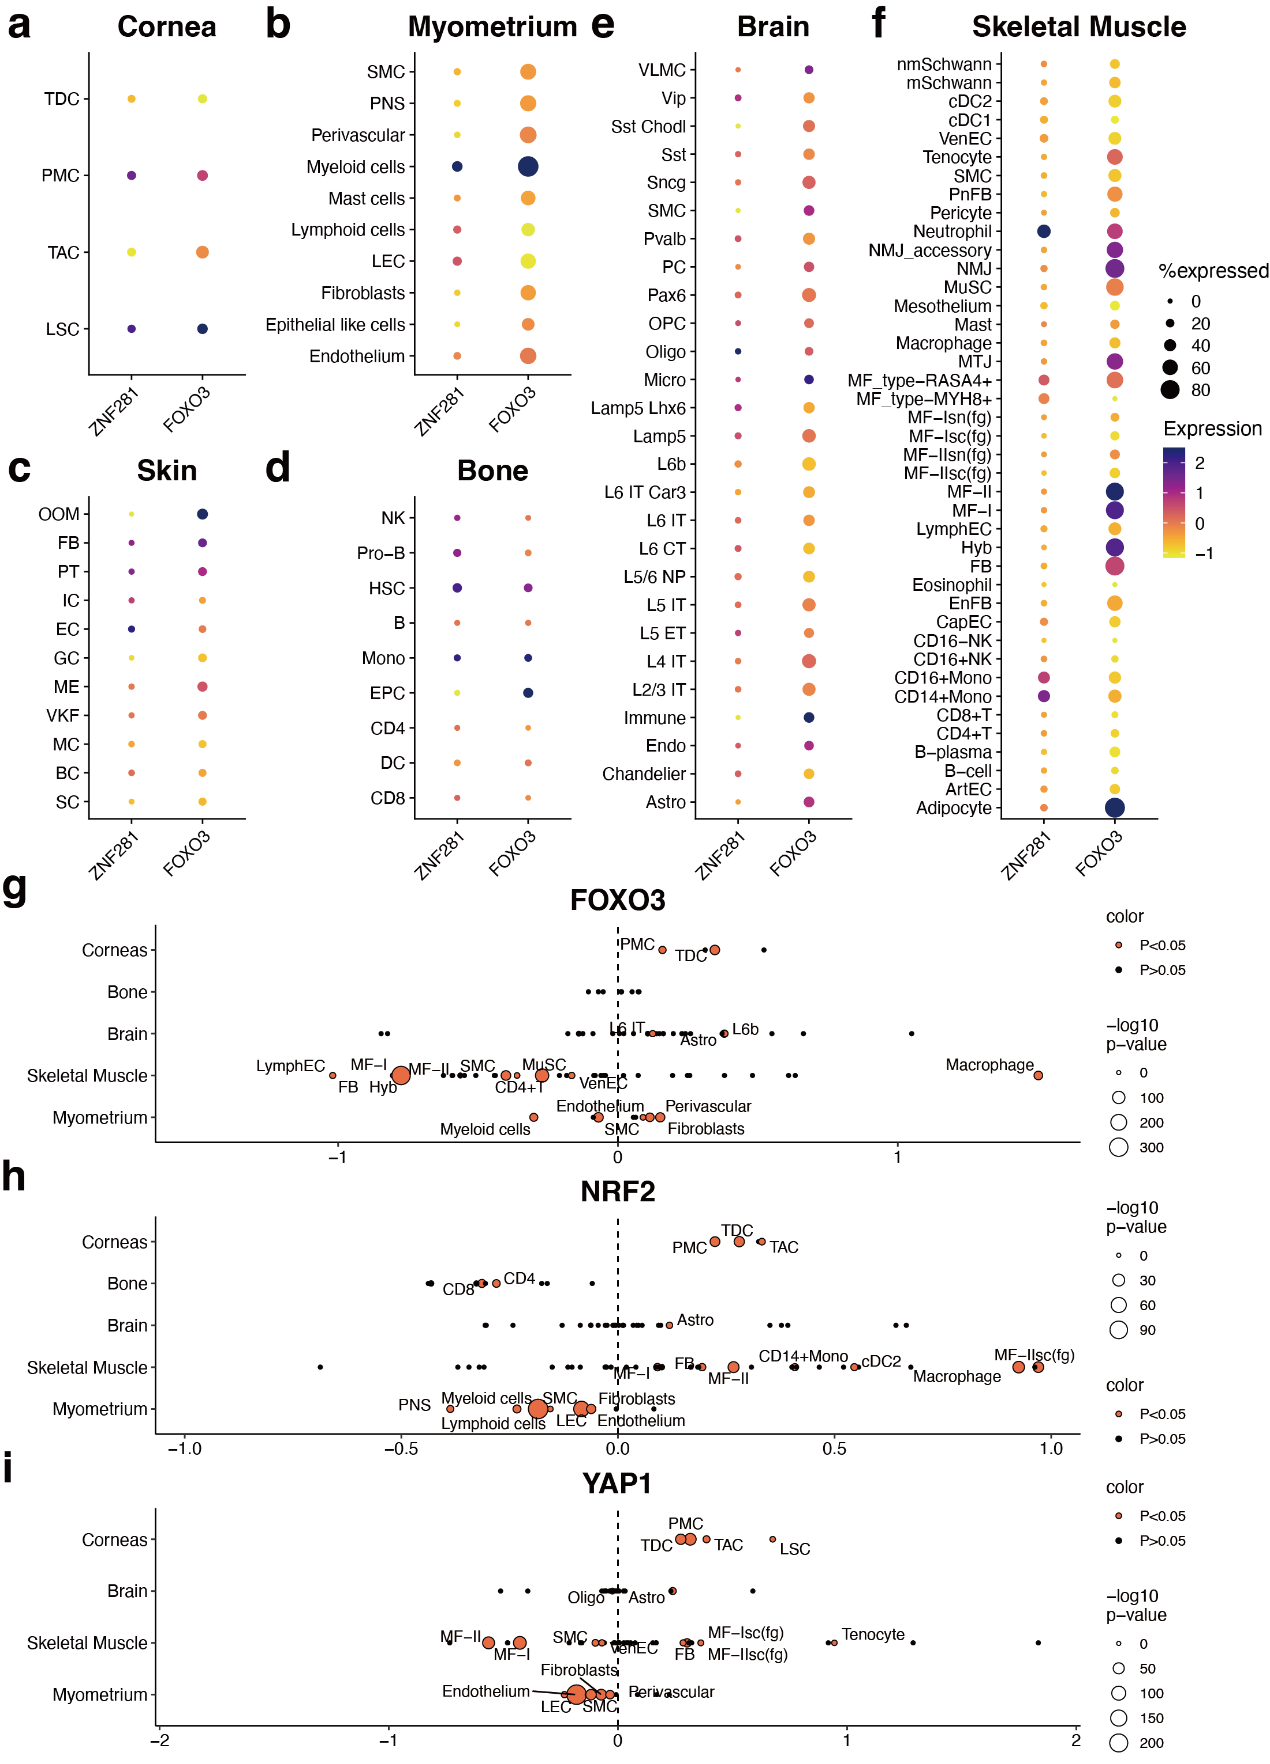
**Supplementary Fig. 4. The baseline expression and transcriptional change across aging human organs.** **a-d,** Dot plots showing the baseline expression level of ZNF281 and FOXO3 in young cornea (**a**), myometrium (**b**), skin(**c**), and bone (**d**), brain(**e**), and skeletal muscle (**f**). **g-i,** Dot plots showing the variation in *FOXO3* (**g**)*, NRF2* (**h**) *and YAP1* (**i**) expression during aging across different organs. LymphEC, lymphatic endothelial cell; FB, fibroblast; MF-I, type I myofiber; Hyb, hybrid myofiber; MF-II, type II myofiber; SMC, smooth muscle cell; MuSC, muscle stem cell; VenEC, venous endothelial cell; L6IT, layer6 intratelencephalic projecting; Astro, astrocytes; Oligo, oligodendrocytes; L6b, layer6b; PMC, post-mitotic cell; TDC, terminally differentiated cell; LEC, lymphatic endothelial cell; TAC, transit amplifying cell; cDC2, conventional dendritic cell 2; MF-Isc (fg), type I myofiber fragment from scRNA-seq; MF-IIsc (fg), type II myofiber fragment from scRNA-seq; LSC, limbal stem cell.

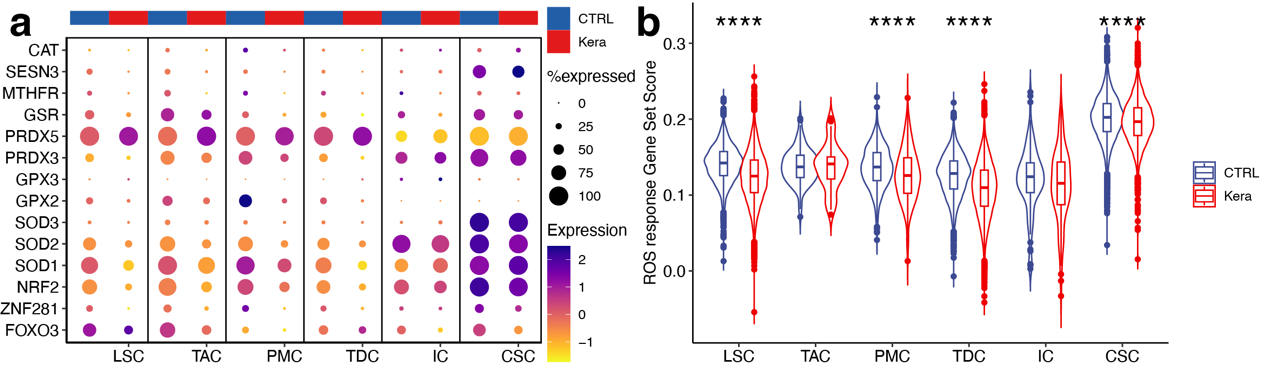

**Supplementary Fig. 5. Transcriptional alterations of ZNF281, FOXO3, NRF2, and their antioxidant target genes in keratoconus cornea.** **a,** Dot plot showing the differential expression of antioxidant genes in keratoconus cornea compared to normal cornea. IC, Immune cell; CSC, corneal stromal cell. **b,** Violin plot depicting the distribution of gene set scores for 'Response to ROS' in keratoconus and normal corneal cells.

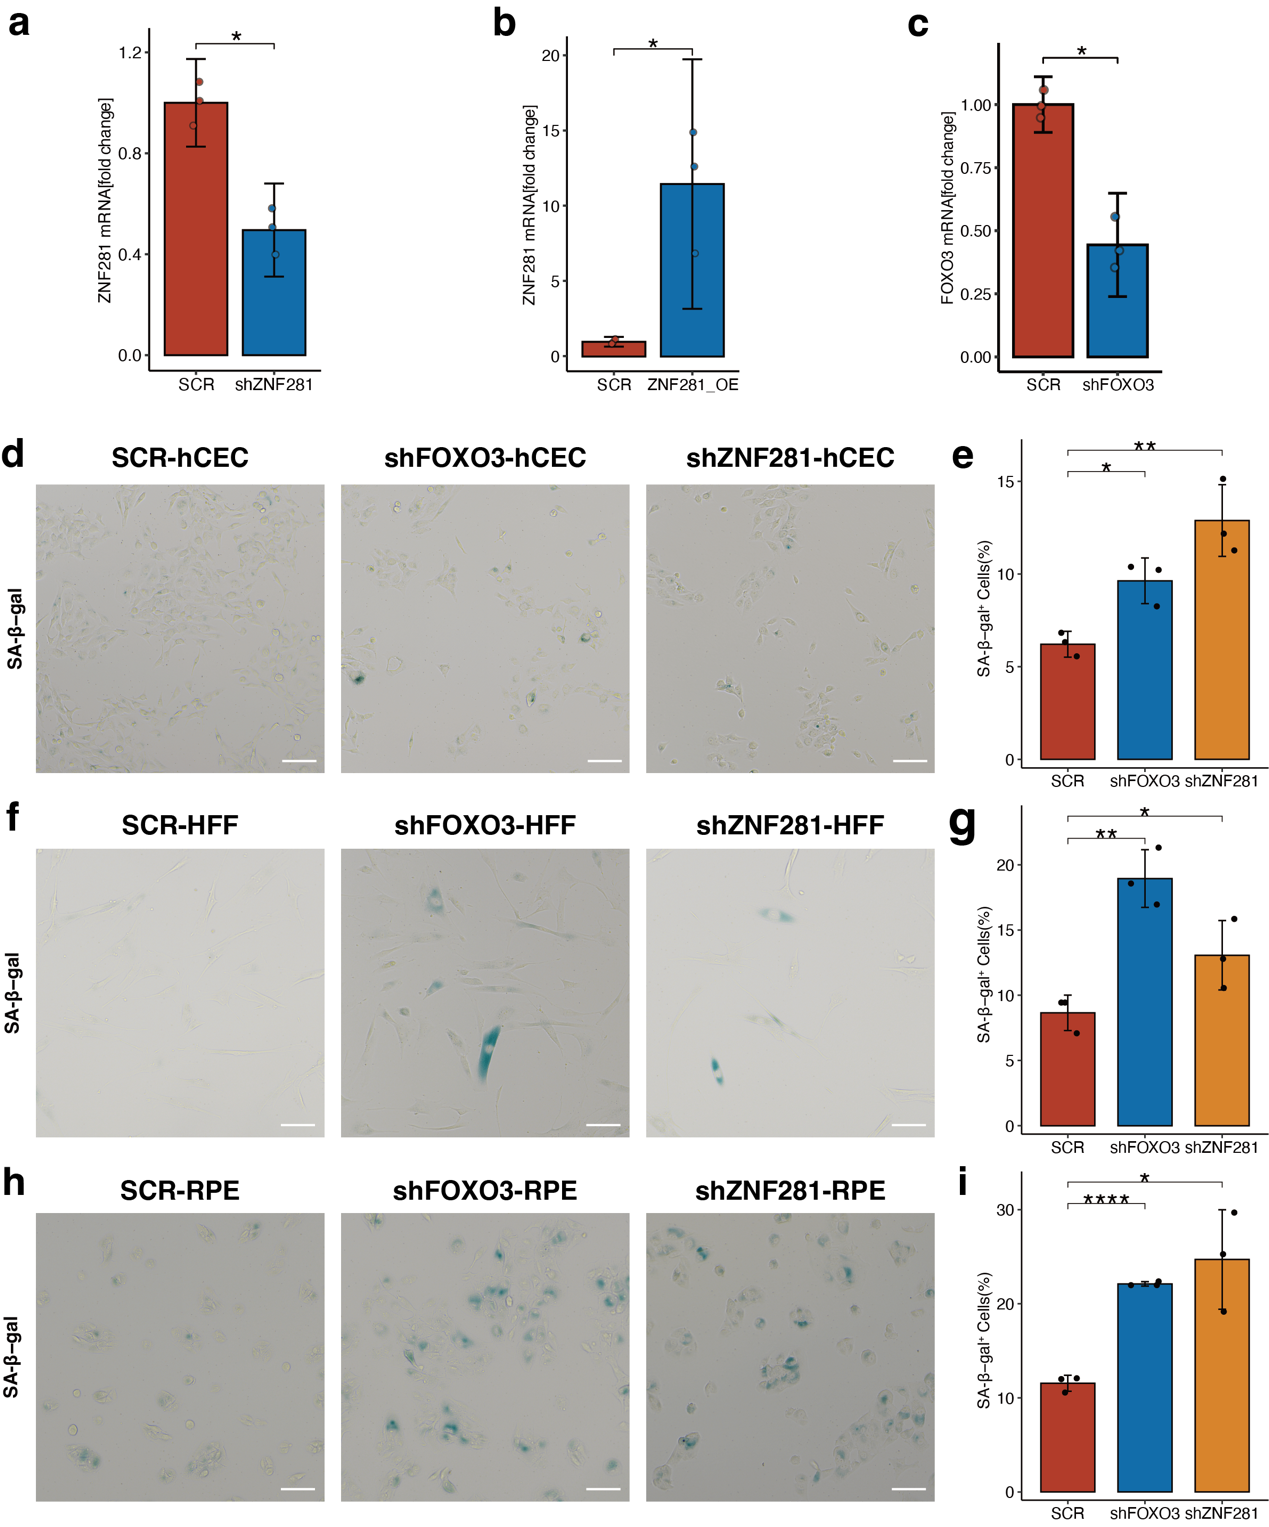

**Supplementary Fig. 6. Lentivirus-mediated knockdown of ZNF281 and FOXO3 significantly induces cellular aging in human cell lines. a-b,** Lentivirus-mediated overexpression **(a)** and knockdown **(b)** of ZNF281. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05. **c,** Lentivirus-mediated knockdown of FOXO3 **(c)**. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05. **d,** Representative micrographs showing SA-β-gal-positive cells among scramble, and FOXO3-knockdown and ZNF281-knockdown hCECs, Scale bars = 20 µm. **e,** Bar plots showing the increase in SA-β-gal-positive CEC number following FOXO3 and ZNF281 knockdown. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05; **p <0.01. **f,** Representative micrographs showing SA-β-gal-positive cells among scramble, and FOXO3-knockdown and ZNF281-knockdown HFF, Scale bars = 20 µm. **g,** Bar plots showing the increase in SA-β-gal-positive HFF number following FOXO3 and ZNF281 knockdown. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05; **p <0.01. **h,** Representative micrographs showing SA-β-gal-positive cells among scramble, and FOXO3-knockdown and ZNF281-knockdown RPE, Scale bars = 20 µm. **i,** Bar plots showing the increase in SA-β-gal-positive RPE number following FOXO3 and ZNF281 knockdown. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05; ****p <0.0001.

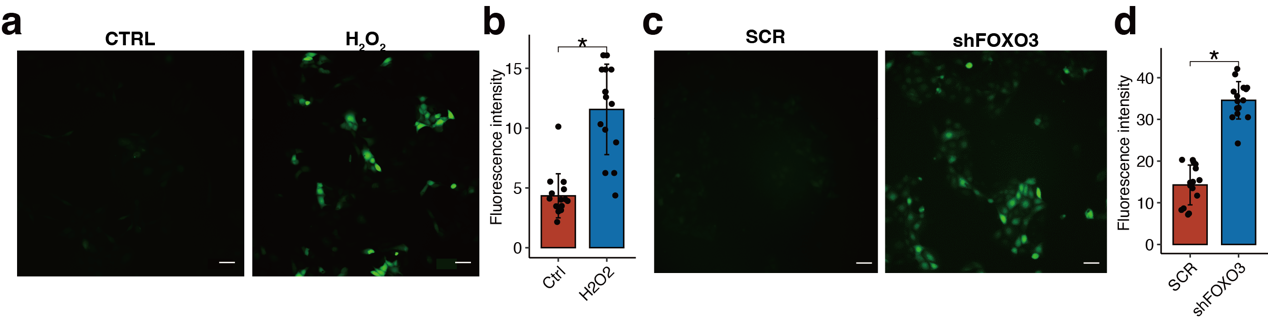

**Supplementary Fig. 7. H_2_O_2_-treated and FOXO3 knockdown accelerated the ROS levels in hCECs. a,** Representative micrographs showing ROS levels as measured by DCFH-DA fluorescence in control and H_2_O_2_-treated hCECs, Scale bars = 20 µm. **b,** Bar plot of mean fluorescence intensity in cultures treated as shown in (**a**). Data are presented as the mean ± SEM. n = 15 for each group. *p <0.05. **c**, Representative micrographs showing ROS levels as measured by DCFH-DA fluorescence in hCECs transfected with scramble control or FOXO3-targeted shRNA, Scale bars = 20 µm. **d**, Bar plot of mean fluorescence intensity in cultures treated as shown in (**c**). Data are presented as the mean ± SEM. n = 15 for each group. *p <0.05.

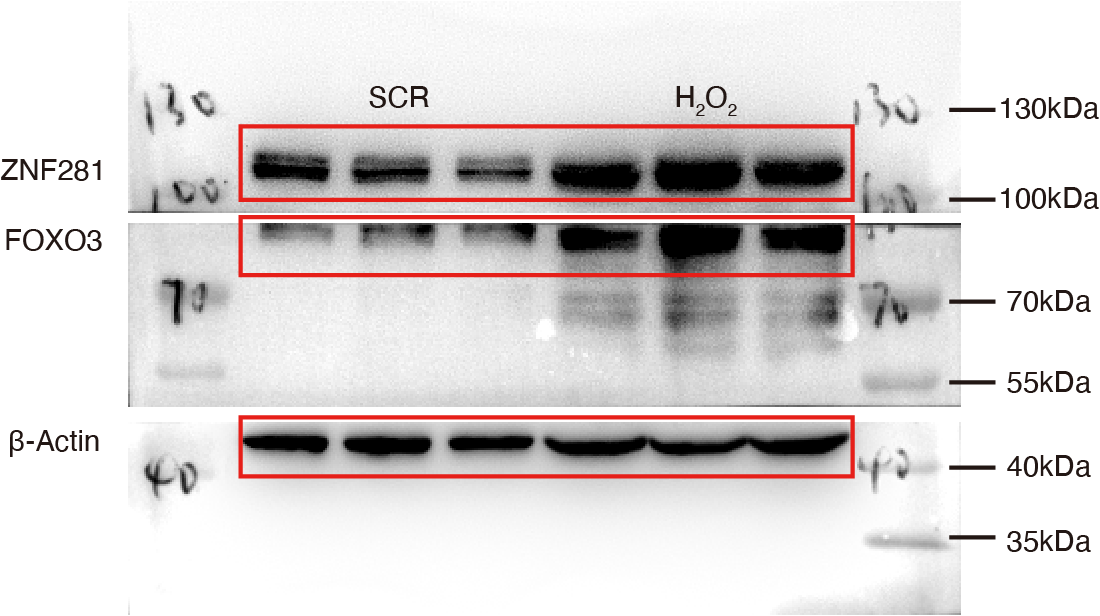

**Supplementary Fig. 8. Full scan (uncropped) western blots showing that ZNF281 and FOXO3 sense ROS levels.** Uncropped full scans of western blots from the **Fig. 3b** cropped western blots shown within the main text. Molecular weight markers are indicated.

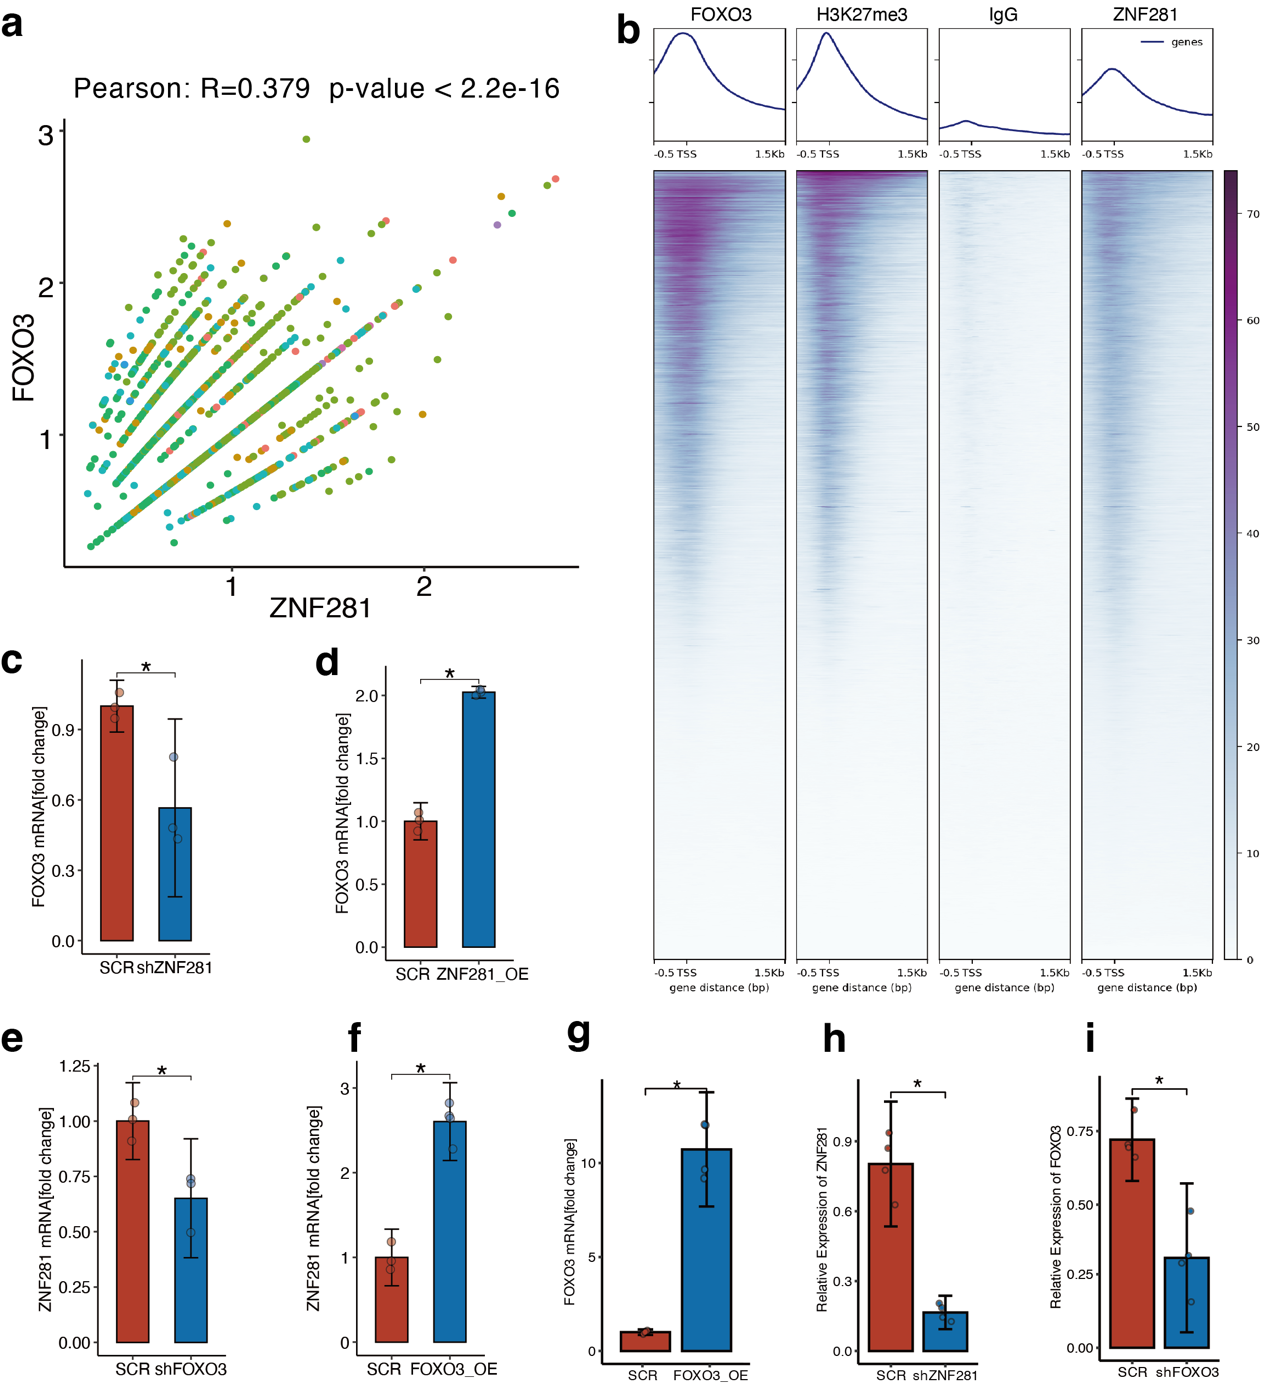

**Supplementary Fig. 9.** **Reciprocal** **regulation of ZNF281 and FOXO3. a,** Scatter plot showing the correlation between ZNF281 and FOXO3 expression at single cell level. **b,** Heatmap showing the intensities of FOXO3, ZNF281, IgG, and H3K27me3 from CUT&Tag experiments. **c-d,** Bar plots of qPCR results showing ZNF281 regulates the *FOXO3* expression. *ZNF281* knockdown decreased *FOXO3* expression (**c**), while *ZNF281* overexpression enhanced *FOXO3* expression (**d**). Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05. **e-g,** *FOXO3* knockdown decreased *ZNF281* expression (**e**), while *FOXO3* overexpression enhanced *ZNF281* expression (**f, g**). Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05. **h-i,** Bar plots showing significant decreases in ZNF281 and FOXO3 protein levels following shRNA transfection. Data are presented as the mean ± SEM. n = 4 for each group. *p <0.05.

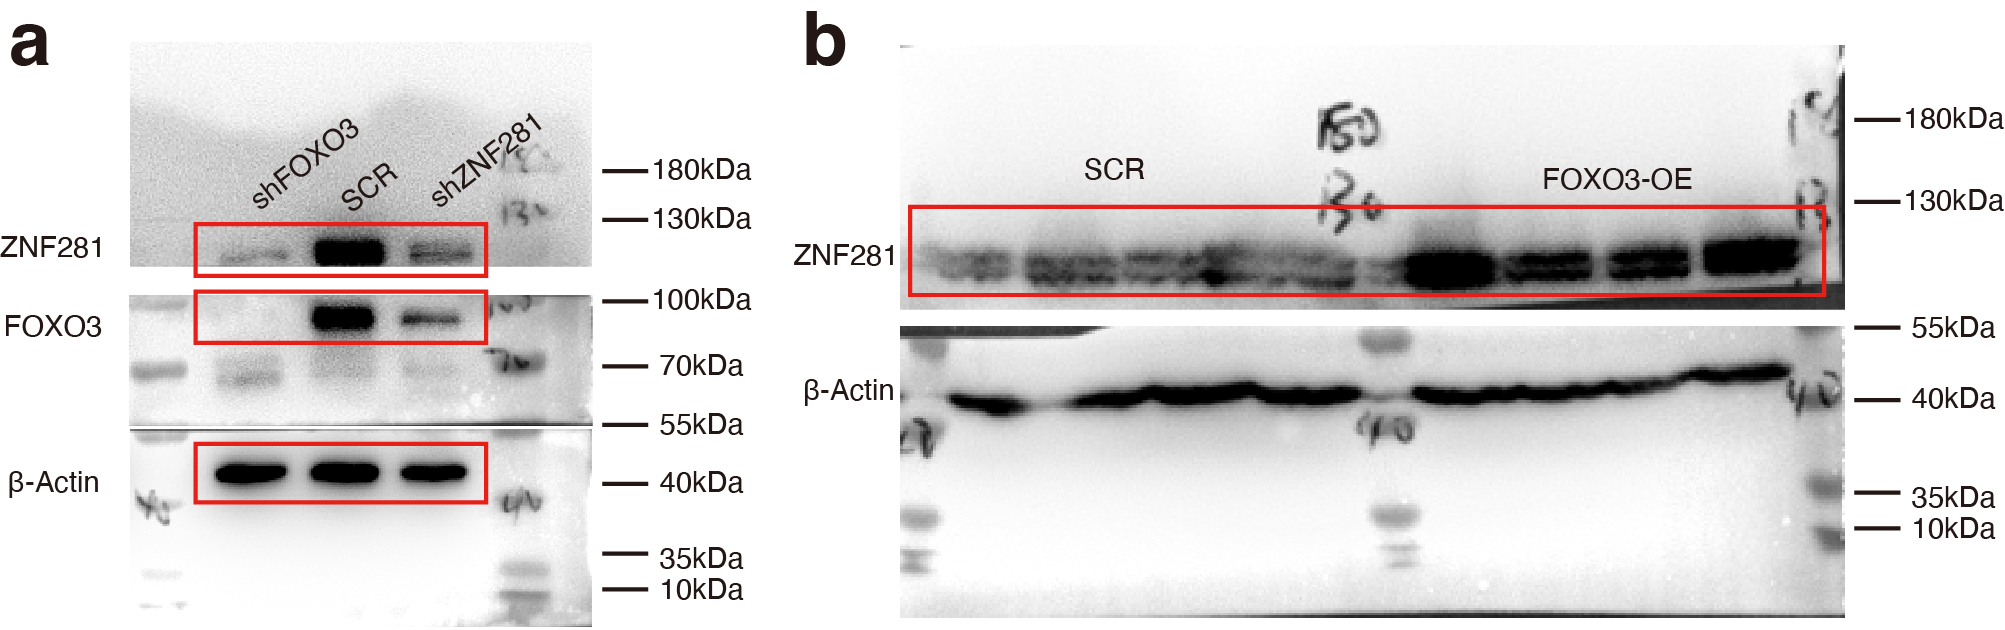

**Supplementary Fig. 10. Full scan (uncropped) western blots showing that ZNF281 and FOXO3 form a positive feedback loop.** Uncropped full scans of western blots from the **Fig. 4b** (**a**) and **Fig. 4f** (**b**) cropped western blots shown within the main text. Molecular weight markers are indicated.
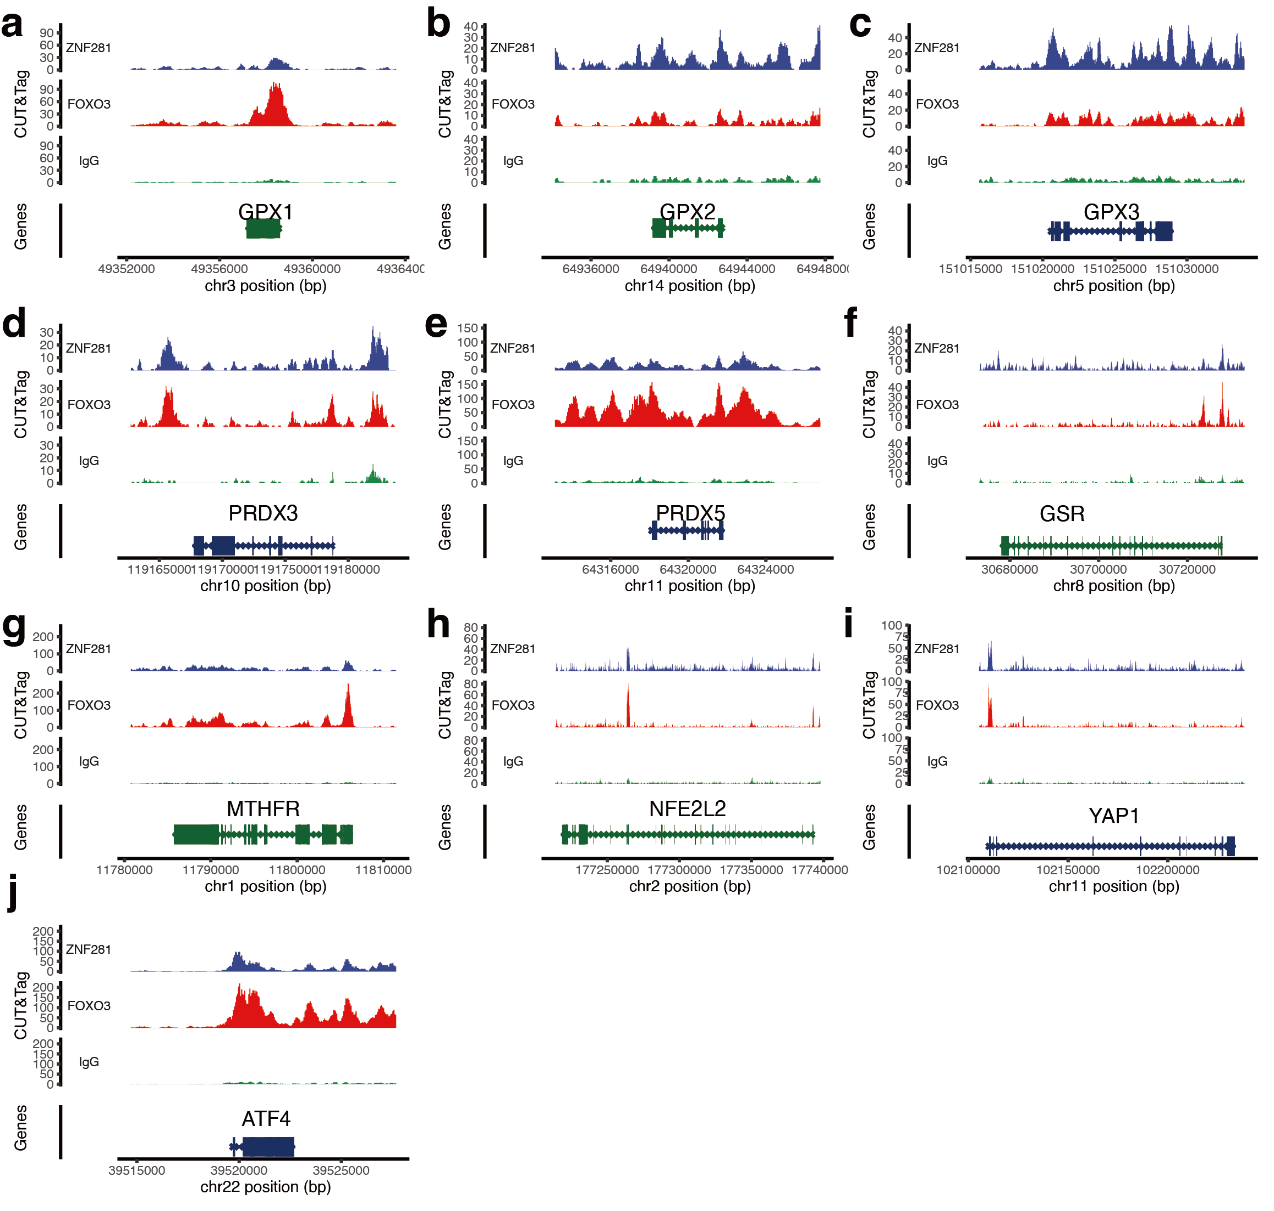

**Supplementary Fig. 11.** **ZNF281 and FOXO3 decrease ROS level by regulating the expression of antioxidant genes. a-j,** Track plots showing the binding of ZNF281 and FOXO3 to the promoter regions of antioxidant genes.

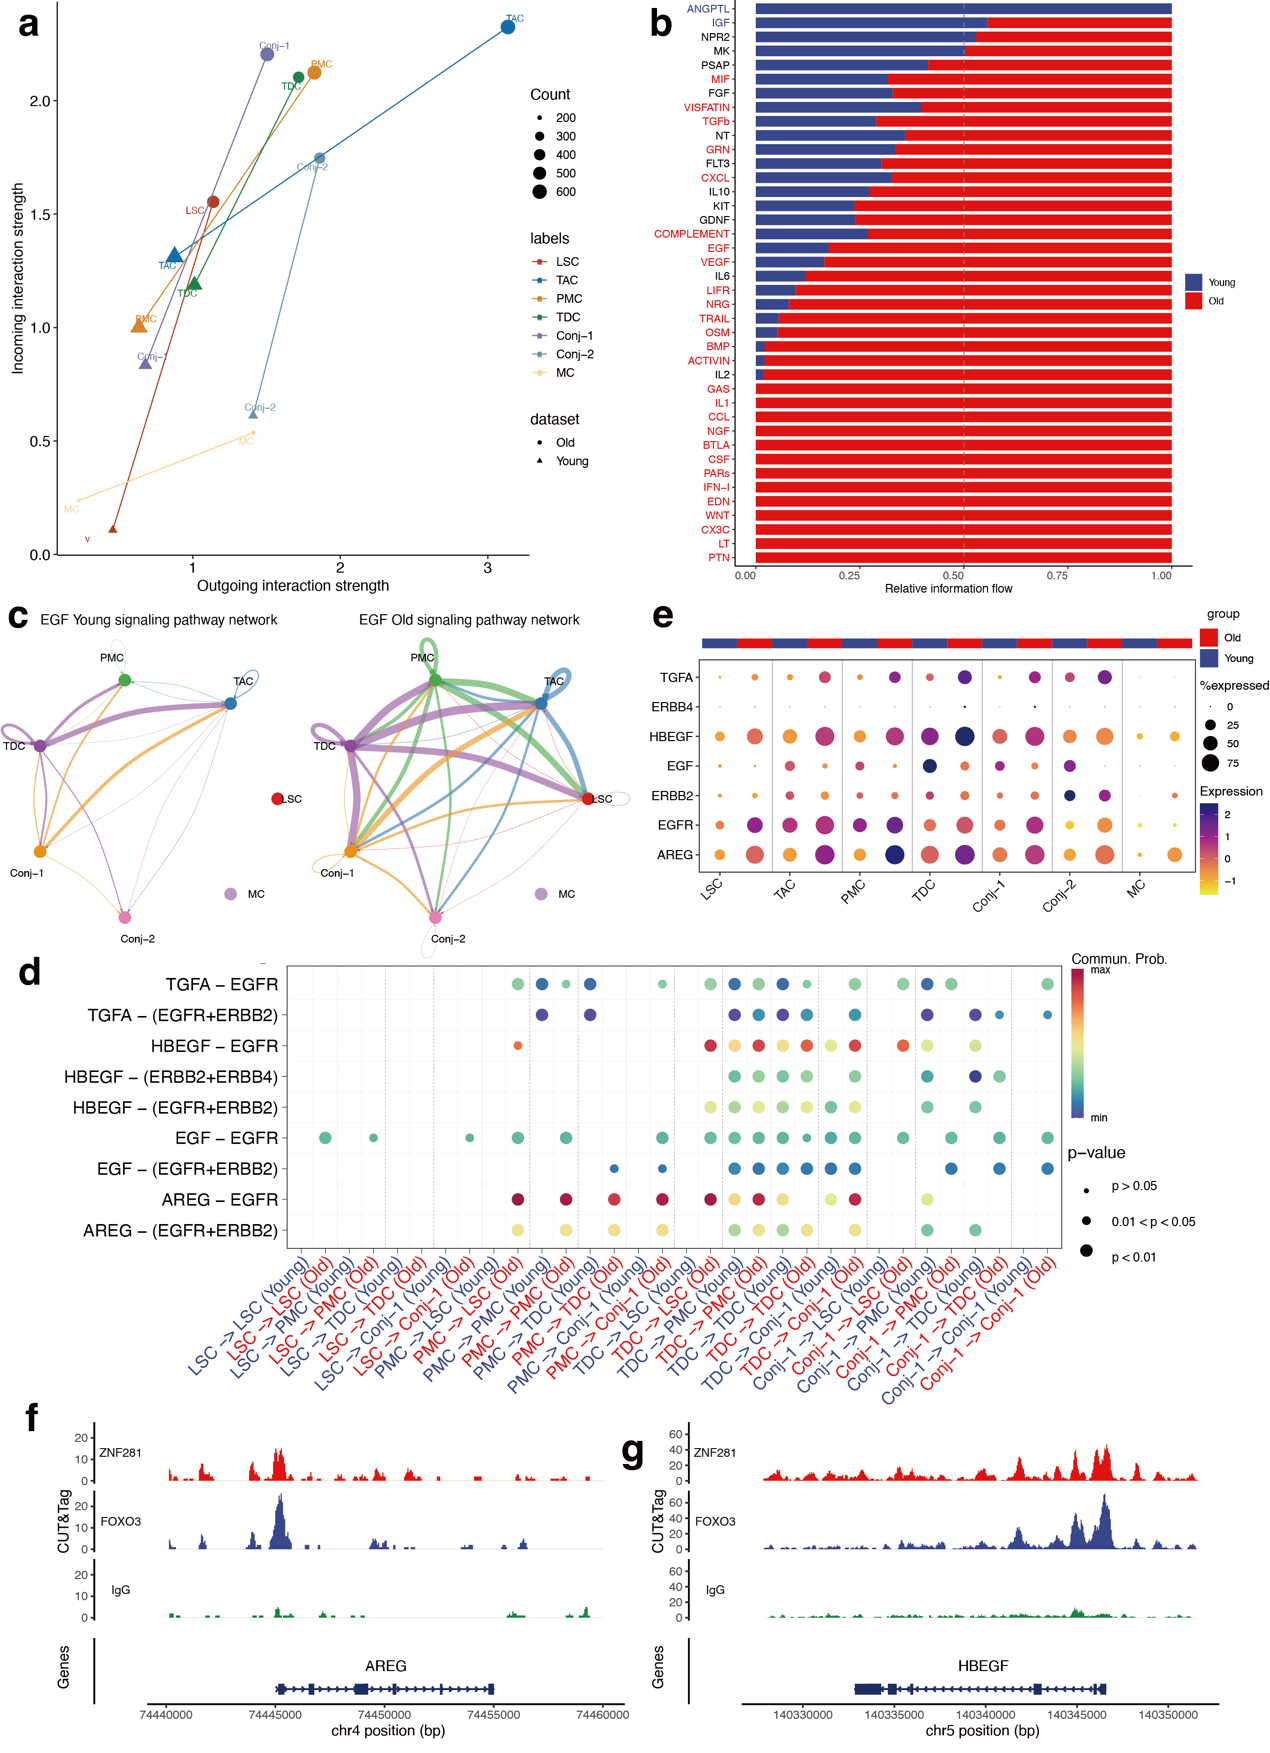

**Supplementary Fig. 12. Aging-associated changes in cell communication during the cornea aging process. a,** Outgoing and incoming interaction strength was enhanced in aging corneal epithelial cells. **b,** All significant signaling pathways were ranked based on their differences of overall information flow between old and young groups. The top signaling pathways, colored in red, are more enriched in the young group; the middle ones, colored in black, are equally enriched in both young and old groups; and the bottom ones, colored in red, are more enriched in the old group. **c,** The inferred EGF signaling networks in the corneal epithelium of young (left) and old monkeys (right). **d,** Comparison of significant ligand-receptor pairs of EGF signaling pathway between young and aging corneas. **e,** Expression distribution of genes involved in EGF signaling pathway. **f-g,** Track plots showing the binding of ZNF281 and FOXO3 to the promoter regions of AREG **(f)** and HBEGF **(g)**.

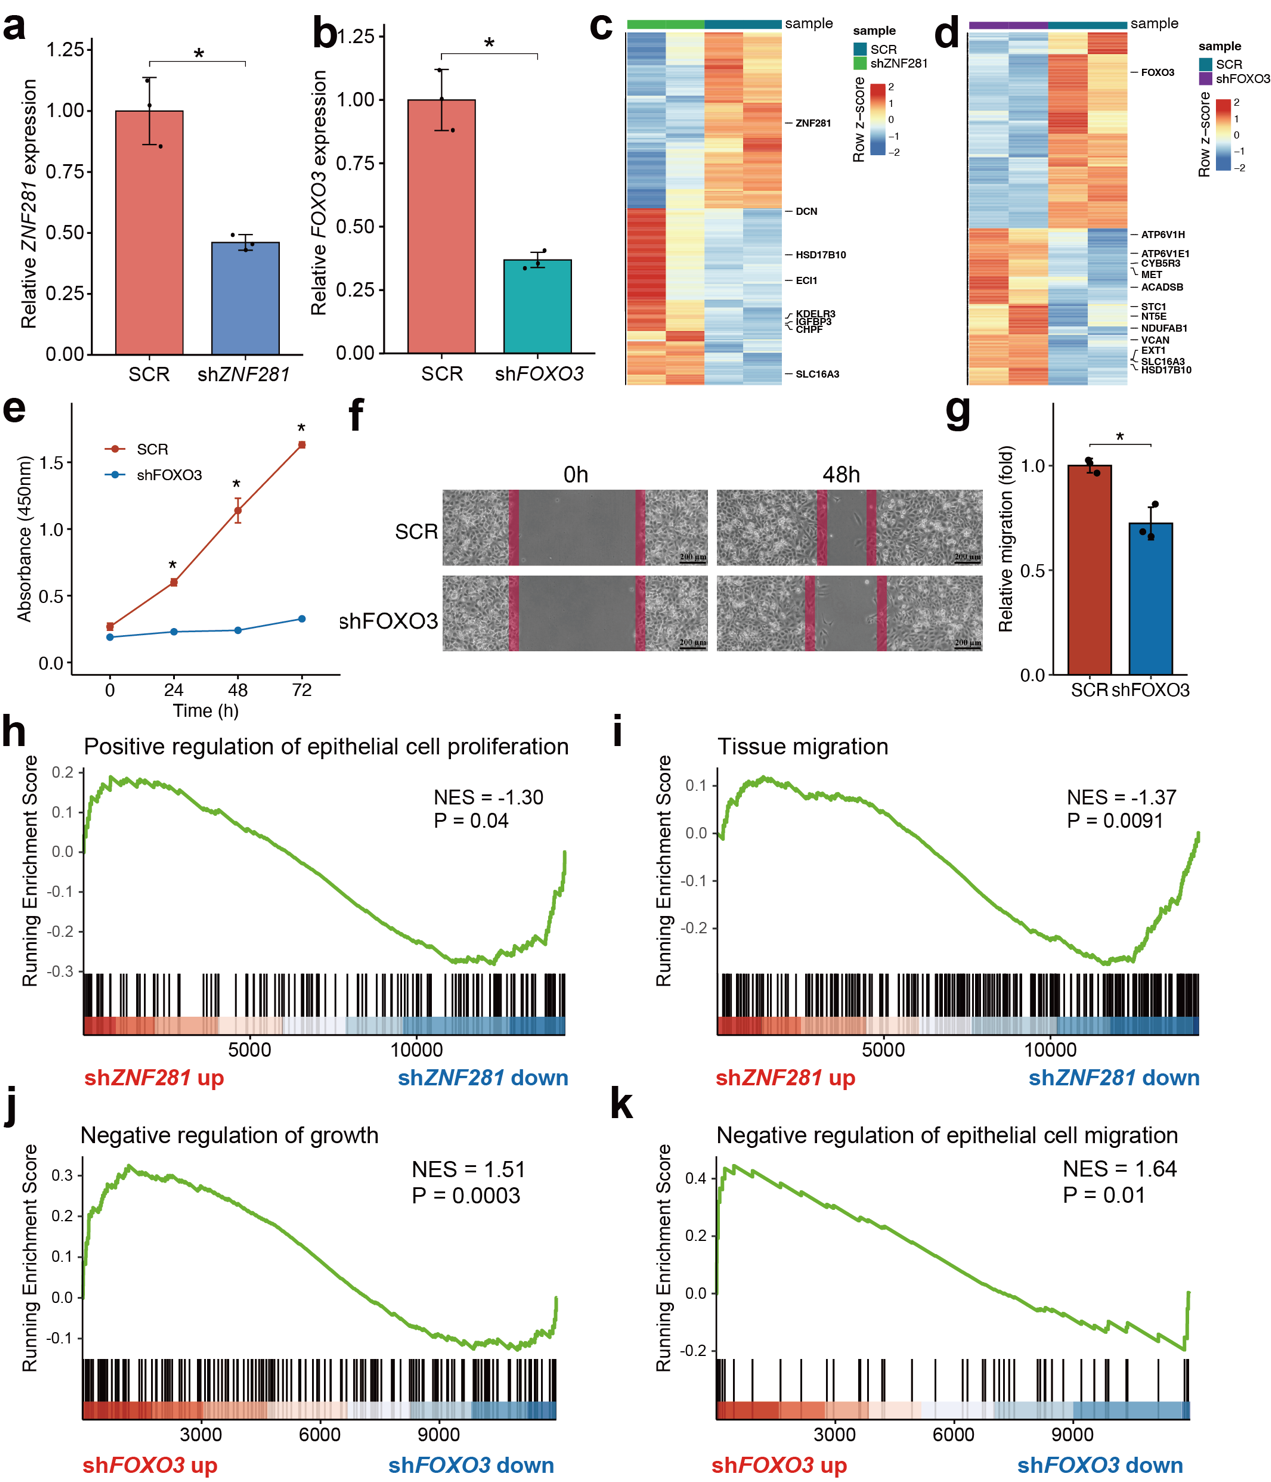

**Supplementary Fig. 13.** **Knockdown of ZNF281 and FOXO3 siginificantly upregulated the expression of metabolism-associated genes. a-b,** Bar plots showing the relative expression of *ZNF281* by hCECs upon infection with lentiviral shRNA vector targeting *ZNF281* (**a**) and *FOXO3* (b) upon infection with lentiviral shRNA targeting *ZNF281*. Data are presented as the mean ± SEM. n = 3 for each group. *p <0.05. **c-d,** Heatmaps of DEGs following *ZNF281* knockdown (**c**) and *FOXO3* knockdown (**d**).

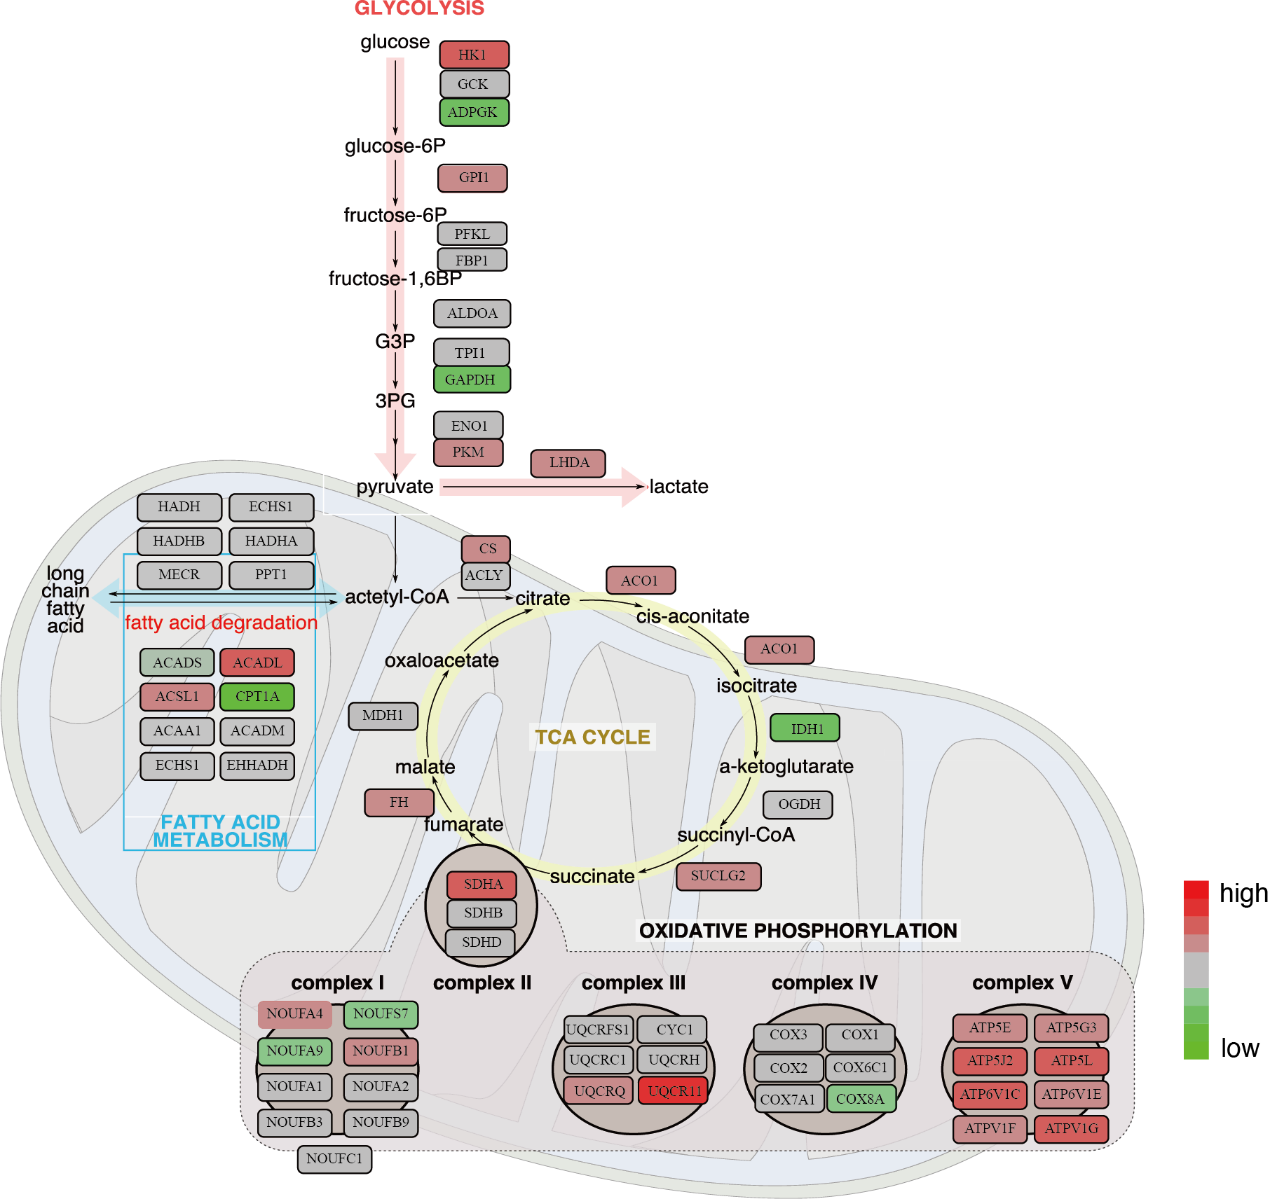

**Supplementary Fig. 14.** Heatmap showing the changes in expression of metabolism-associated genes by *FOXO3* knockdown.

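Of the metabolic genes drawn in Fig. S14, ATP6V1E1 was the single gene that passed edgeR's test after FOXO3 knockdown. Of 23 genes drawn as higher, 22 were measured, of which 19 had a log2 fold change above 0 and 3 below (SUCLG2, FH and NDUFB1), with a median of 0.17. Of 8 genes drawn as lower, 7 lay below 0 and GAPDH lay above, at 0.09, with a median of -0.25. Genes drawn as unchanged were split 17 above and 14 below 0 (median 0.02). Among genes drawn as higher, UQCR11 had a log2 fold change of 0.66 (adjusted p = 0.142 from edgeR) at 3.08 and 4.85 CPM in shCtrl and shFOXO3, SDHA one of 0.54 (adjusted p = 0.274), ACSL1 one of 0.34 (adjusted p = 0.18) and CS one of 0.20 (adjusted p = 0.18). Among those drawn as lower, ADPGK had a log2 fold change of -0.42 (adjusted p = 0.0731 from the same test), COX8A one of -0.40 (adjusted p = 0.451) and ACADS one of -0.37 (adjusted p = 0.254). At an unadjusted p under 0.05, 9 of the genes drawn as higher, 3 of those drawn as lower and 5 of the 31 measured among those drawn as unchanged passed. The colours were read from the drawing, so these counts come from no set test. The paper's methods describe no other RNA sequencing of FOXO3 knockdown cells. The drawing thus probably rests on the same libraries, and the match in direction is no independent check. UQCR11, SDHA and COX8A overlap the exons of another annotated gene on the same strand and are uncertain.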

How the deposited data were processed for this re-analysis (not part of the article)

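Bulk RNA sequencing of HCECs with FOXO3 knockdown and with a scramble control (2 libraries each) and single-cell RNA sequencing of 2 macaque corneas, one labelled diabetic and one labelled healthy, were used. All 3 deposited files were read.

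For the bulk libraries, the authors deposited raw counts per gene: reads trimmed with Trim Galore 0.4.4, aligned with STAR 2.7.3a to hg38 with the GENCODE release named in the methods, and counted with HTSeq 0.11.2. The strand setting of the counting is not stated in the paper's text. Read pairs that the counting assigned to no gene made up between 49.62% and 50.22% of all counted pairs. If the counting was strand-specific, they include pairs inside exons but on the opposite strand. Pairs in the exons of more than 1 gene made up between 2.64% and 2.73%. The lines for both kinds name no gene and stayed out of library sizes and tests. Of 58870 gene lines, 58472 IDs were matched to a symbol, 353 IDs had none and 45 were copies on the second pseudoautosomal region. Symbols came from the gene name table, positions from GENCODE v44, which is on the same genome build but is a later release than the authors'. The name tables do not pair the file's IDs with SOD2 or LOR, so neither is given a value.

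Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test on the group alone), adjusted by Benjamini-Hochberg over the genes tested, and called at an adjusted p below 0.05 and a fold change over 1.3. Standard errors are the log2 fold change divided by the square root of the test statistic. CPM use TMM-normalized library sizes. For 24 gene lists written before the data were examined, called members were counted and sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, fry, and fgsea 1.28.0 on log2 fold changes. The authors used DESeq2 1.26.0 with the same thresholds; DESeq2 1.42.0 was run as an alternative. With 2 libraries per group, the spread between replicates limits the precision more than the number of reads.

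The genes named are FOXO3 and ZNF281; the 10 largest rises and 10 largest falls among called genes with a mean log2 CPM of at least 2 and both shFOXO3 libraries on the same side of both shCtrl libraries; in each list up to 4 called members with the smallest p; and genes that the paper names or draws. Genes outside this rule, among them the histone family, single glycolytic enzymes and MT-ND4 and MT-CO1, were chosen after their values were seen.

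The test was run on simulated counts with the means, spread and sizes of the 4 libraries and 200 changed genes. Of genes changed 1.5-fold, 38.8% (26 of 67) were recovered, of those changed 2-fold 82.1% (55 of 67) and of those changed 4-fold 92.4% (61 of 66), with 4 false calls among 17473 unchanged genes. In a second simulation, 1 list of 21 genes shifted by a log2 of 0.5 was called and none of the other lists was. That shift is far above the OXPHOS median of 0.03. The simulated counts copied means, spread and library sizes, not the correlation between genes, estimated at 0.11 for OXPHOS. False calls on lists of correlated genes were thus not checked. The intervals for ratios of UMI sums were also tested on simulated data.

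For the macaque libraries, the authors deposited UMI counts per gene and cell, made with Cell Ranger 3.1.0. The labels give diabetes and control, with an age of 19 years for the animal labelled diabetic and a match in age for the other, while the paper gives an old and a young animal. No library was therefore assigned to an age group of the paper. Cells with over 500 detected genes were kept, the paper's filter. Doublets were not called. Genes were scaled within each library, and 2000 variable genes, 30 principal components, 15 nearest neighbours and Leiden clustering (leidenalg 0.10.2, resolution 1) gave the clusters. Markers were fixed before the data were examined. A cluster was named when at least 2 markers of a class, and more than of any other class, were among its 10 leading genes by fold (20 CPM added) and its median UMI count was not far below its library's; this rule was set after the clusters were seen. UMIs were summed per library and class. With 1 library per condition there is no test; 95% intervals are exact Poisson intervals for sums and exact binomial ones for ratios and shares, and cover counting error alone. Alternatives were other size factors, other filters on low counts, no minimum fold change, the replicate number as a block, leaving out each library, other set tests and lists, other filters on cells, thinning to 3000 UMIs per cell, other Leiden resolutions and the mean over cells of CPM.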

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

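Both comparisons of medians below were chosen only after the rise of the histone genes was seen.

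Of 29 measured replication-dependent histone genes, a family the paper does not discuss and chosen after its values were seen, 5 were called higher in shFOXO3 HCECs by edgeR (H1-2, H2BC11, H2BC12, H2BC5 and H4C9) and none lower; 24 had a log2 fold change above 0 (median 0.63), and no set test was run. A larger share of cells in S phase would raise cell cycle genes with them. The cell cycle list instead had a median log2 fold change of -0.103 (95% interval -0.136 to -0.058). Of its 93 members, edgeR called 2 lower and none higher, and DESeq2 4 lower and 1 higher. The list passed camera downward with the preset correlation (adjusted p = 4.5e-05). It did not pass with an estimated correlation (0.837), in fry (0.359) or in fgsea on log2 fold changes (0.0558). The lack of a rise argues against a larger share in S phase only as far as the whole list stands for that phase. Its S phase genes were not tested apart, and the fall itself depends on the set test. Histone mRNAs end without a poly(A) tail and the labels give poly(A) RNA, so more RNA without a tail in the shFOXO3 libraries may raise them: 41 small non-coding RNAs without a tail had a median of 0.069 (95% interval -0.091 to 0.225), below that of the histone genes but with an interval that leaves a smaller rise open. Whether this or an effect of the knockdown on histone mRNA is behind the rise cannot be told apart with these libraries, and the biological side was not tested further.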

How the results depend on the processing

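The lists without members overlapped by another gene, the ranking by signed test statistics and the further tests of the core steps of glycolysis were added only after the results were seen; other alternatives were set before.

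With RLE or upper-quartile factors, a minimum of 10 counts in every library, or no minimum fold change, FOXO3 and ZNF281 kept their side of the threshold, as did both set tests (not rerun for the fold change, which they do not use), with 84 to 96 genes higher and 76 to 85 lower. DESeq2 called 148 genes higher and 156 lower, of which 76 and 73 are shared with edgeR's 84 and 76, and 1 glycolysis gene lower. Without a filter on low counts, 32479 genes were tested, 4 were higher and 3 lower, no OXPHOS gene was called (0), and FOXO3 (log2 fold change -0.68, adjusted p = 0.199) lost its call. Leaving out 1 library in turn gave 7 to 27 genes higher and 6 to 22 lower, no OXPHOS member higher (0 to 0), and log2 fold changes of FOXO3 from -0.81 to -0.57 (adjusted p from 0.0428 to 0.202; kept only without shFOXO3 replicate 1). Without single libraries the adjusted p of the OXPHOS set ran from 0.00621 to 0.478. That of the integrated stress response list, 0.934 with all libraries, ran from 7.62e-06 to 0.106, downward without shCtrl replicate 1 (7.62e-06) and shFOXO3 replicate 2 (0.0448) and upward without shCtrl replicate 2 (7.07e-05); the cause was not tested.

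The OXPHOS set lost its call with an estimated correlation (adjusted p = 0.837), fgsea on log2 fold changes (0.498), without V-ATPase and other proton pumps (0.332, with 1 member higher) and without mitochondrially encoded genes (0.148). In fry, which tests the set against no change and not against other genes, the adjusted p was 0.487. The OXPHOS set kept its call without members overlapped by another gene (0.0089) and in fgsea on signed test statistics (1.8e-04); over its alternatives the adjusted p ran from 1.8e-04 to 0.837. The glycolysis set passed for its core steps alone (0.0421), also without shCtrl replicate 2 (0.0147) or shFOXO3 replicate 1 (0.0292), but not without shCtrl replicate 1 (0.268) or shFOXO3 replicate 2 (0.262) or with an estimated correlation or fgsea; its alternatives ran from 0.0147 to 0.973. None of the 24 lists passed camera with an estimated correlation. The estimates for V-ATPase and other proton pumps (0.002), p53 targets (0.003) and mitochondrially encoded genes (-0.055) lay below the preset 0.01. With 2 libraries per group, a loss in that setting therefore does not show that a set is unchanged. Of the lists other than OXPHOS and glycolysis, 6 passed camera with the preset correlation, 0 with an estimated one, 1 with fry and 2 with fgsea. Without shCtrl replicate 1 or shFOXO3 replicate 2, 1 of these calls was lost, and each library left out added calls on lists outside them; the cause was not tested.

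Shared replicate numbers carry no stated batch. Deviations of same-numbered libraries correlated at 0.257 across genes, with 2 pairs. With the number as a replicate block, 553 genes were higher and 681 lower, all 84 and 76 among them, 6 OXPHOS genes were higher and 1 lower, 3 glycolysis genes were lower, and 8 of the other lists passed; FOXO3, ZNF281 and both set tests kept their side of the threshold.

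Of 86 other named genes, 39 lost their call without a filter, 34 without shCtrl replicate 1, 35 without shCtrl replicate 2, 24 without shFOXO3 replicate 1 and 23 without shFOXO3 replicate 2; between 4 and 9 uncalled ones changed sign when a library was left out.

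In the macaque libraries, the ratio of FOXO3 CPM in all cells was 1.57 with each cell thinned to 3000 UMIs (350 cells of the library labelled diabetic and 467 of the one labelled healthy were shallower), against 1.48. The ratios in TDC-like cells depend on which clusters are named.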

Differences from the paper's values

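The ranking by signed test statistics was tried only after the results were seen.

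The paper's normalized enrichment score for OXPHOS is about 1.6 in Fig. 5d, read by eye, with a p of about 0.02; fgsea on log2 fold changes gave 1.09 with an unadjusted p of 0.266. For glycolysis/gluconeogenesis the paper's score is about 1.4 in Fig. 5c, read by eye, with a p of about 0.02; the same ranking gave 0.854 and 0.718. The gene lists are not the paper's gene sets, and the ranking behind its scores is not named in its text. The ranking by signed test statistics, chosen after seeing the values, gave a score of 1.92 (unadjusted p = 2.99e-05) for OXPHOS and 1.21 (0.179) for glycolysis. The alternatives set before the data were examined give no other enrichment score; camera with the preset correlation passes OXPHOS, and for glycolysis only the core steps, and neither passes with an estimated correlation (adjusted p = 0.837 and 0.777).

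The paper's qPCR level of FOXO3 after its knockdown is about 0.37 of the scramble control in Fig. S13b, read by eye, where the axis names the vector against FOXO3 but the legend that against ZNF281; in the RNA-seq libraries it was 0.622, and every alternative differs from the paper's value, from 0.57 to 0.675. Another qPCR of FOXO3 after its knockdown gives the paper's value of about 0.44 in Fig. S6c, read by eye. The level of 0.622 differs from it by less than 1.5 times. The level of 0.675, found without shCtrl replicate 1 and without shFOXO3 replicate 2, differs from it by more than that. The paper's qPCR level of ZNF281 after FOXO3 knockdown is about 0.65 in Fig. S9e, read by eye. Here it was 1.00, and the alternatives ran from 0.965 without shCtrl replicate 1 to 1.036 without shCtrl replicate 2. The 0.965 alone lies within 1.5 times the paper's value, but is a log2 fold change of only -0.05. The paper also reports less ZNF281 protein after FOXO3 knockdown (Fig. 4d) and more ZNF281 after FOXO3 overexpression (Fig. 4g, S9f,g), which these libraries do not measure. The assays differ, which is a limit and not a tested cause.

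The paper states that knockdown significantly increased the expression of OXPHOS genes. Here 71 of 119 measured genes of the OXPHOS list had a log2 fold change above 0. At the paper's thresholds edgeR called 4 of the list higher, 3 of them V-ATPase subunits, and DESeq2 called 4. Of genes that Fig. S13d marks as higher, ATP6V1H, CYB5R3, NDUFAB1, ACADSB, NT5E and STC1 were not called by edgeR; DESeq2 called CYB5R3 and STC1, and the fit with a replicate block called ATP6V1H, CYB5R3, ACADSB, NT5E and STC1. EXT1, HSD17B10, MET, SLC16A3, VCAN and ATP6V1E1 were called higher. In Fig. S14, GAPDH is drawn lower (here 0.09), and SUCLG2 (-0.08), FH (-0.01) and NDUFB1 (-0.12) are drawn higher, none called. The replicate block also called UQCR11 and ADPGK, in the drawn direction.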

Other observations

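The test of overlapping genes below, and the rule that named the cell clusters, were chosen only after the values were seen.

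In each HCEC library about as many read pairs were assigned to no gene as were assigned to a gene. A candidate explanation is that a library kit that does not mark strand was counted with a strand-specific setting, which would give antisense genes about as many counts per base as the genes they overlap. Over 269 antisense lncRNA genes within exons of a protein-coding gene, the median ratio of counts per base was 1.995 (quartiles 0.988 and 3.20), a test chosen before its result was seen. Across 249 pairs with both genes tested, the log2 fold changes of the antisense and the sense gene correlated at 0.659 (genes are not independent replicates). Beside THBS1, which rose (0.90), the calls on the antisense THBS1-AS1 (0.91) and on FSIP1 (0.96) on the opposite strand are uncertain; no biological explanation was tested.

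Some OXPHOS and glycolysis genes that cells use throughout had few counts, such as ALDOA at 2.34 CPM in shCtrl and 1.66 CPM in shFOXO3. Of 28 measured members of both lists under 10 CPM, 14 had at least 50% of their coding bases in the exons of another gene on the same strand, against 2 of 135 members at or above 10 CPM (one-sided Fisher exact test, p = 6.63e-11). Read pairs in the exons of 2 genes may thus have been counted for neither, and the values of these members rest on few reads. No biological explanation was tested.

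Genes of the interferon response were lower in shFOXO3 HCECs: ISG15 (-0.74), MX2 (-1.49), OAS3 (-0.57) and OASL (-1.10) fell, of 32 measured (12 lower adjusted over the list alone; median -0.37), and the set passed camera (adjusted p = 1.2e-08; adjusted p = 0.837 with an estimated correlation). Among 23 p53 targets, BTG2 (-0.70), CDKN1A and TP53I3 (-0.53) fell (8 lower adjusted over the list alone; camera, adjusted p = 1.4e-05; adjusted p = 0.534 with an estimated correlation). Among 93 cell cycle genes, RRM2 (-0.78) and UBR7 (-0.77) fell (1 higher and 4 lower adjusted over the list alone; camera, adjusted p = 4.5e-05; adjusted p = 0.837 with an estimated correlation). Of 42 extracellular matrix and adhesion genes, ITGB1 (0.43), MMP1 (1.78), THBS1 and VCAN rose (6 higher and 2 lower adjusted over the list alone; camera, adjusted p = 0.0104; adjusted p = 0.837 with an estimated correlation). HSD17B10 rose and ACADVL (-0.45) fell in fatty acid oxidation (26 measured; 1 higher and 1 lower adjusted over the list alone), GADD45B (0.63) rose and CDKN1A fell among 34 FOXO target genes (1 and 1), and MMP1 rose and CDKN1A and FGF2 (-0.63) fell among 32 senescence and SASP genes (2 and 2; camera, adjusted p = 0.934, 0.467 and 0.829).

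No member was called by edgeR in the lists that follow, given with the adjusted p of camera and the members at an unadjusted p under 0.05. They were antioxidant enzymes (0.217; 10 members), TCA cycle (0.381; 5), mitochondrial biogenesis (0.158; 0), cholesterol synthesis (0.056; 8), hypoxia response (0.0564; 5), corneal epithelial keratins and differentiation (0.813; 3) and EGF family (0.934; 1). Markers of other cells gave 0.813 for endothelium (1 member), 0.934 for fibroblasts (2), 0.934 for immune cells (0) and 0.581 for melanocytes (0). Few of these markers were measured: 3 of 6 for endothelium, 6 of 10 for fibroblasts, 1 of 11 for immune cells and 4 of 7 for melanocytes. The immune value thus rests on 1 gene. Adjusted over the list alone, 1 cholesterol synthesis gene and 1 fibroblast gene were higher, and DESeq2 called 1 cholesterol synthesis gene higher and no other member of these lists. With an estimated correlation, the adjusted p of these sets and of the 3 before them ran from 0.837 to 0.973.

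Several of these set results depend on single libraries. The cholesterol synthesis list passed upward without shCtrl replicate 1 (adjusted p = 3.7e-04, camera), without shFOXO3 replicate 2 (0.0395) and without a filter on low counts (0.0128). The hypoxia response list passed upward without shCtrl replicate 2 (0.0115) and without shFOXO3 replicate 1 (0.00992), and mitochondrial biogenesis without the same libraries (0.00115 and 0.0395). The extracellular matrix and adhesion list did not pass without shCtrl replicate 1 (0.323). The causes were not tested.

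Genes that the paper discusses from other assays had these values after FOXO3 knockdown, none called. SOD1 had a log2 fold change of 0.09 (adjusted p = 0.614, edgeR), NDUFA8 0.19, UQCR10 0.20, UQCRH 0.12, TFAM 0.08, TFB1M 0.07, TFB2M 0.20, AREG 0.05, HBEGF -0.05 and EGFR 0.26. FOXO3B, a near-identical copy that may share reads with FOXO3, had -0.61 (adjusted p = 0.179, edgeR).

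The macaque files hold 7560 barcodes labelled diabetic and 8346 labelled healthy, of which 7510 and 8269 had over 500 detected genes. Together these are 15779 cells. The paper's retained number, 14058, is for an old and a young animal. The paper states that its sequencing data are deposited with these files, and its old animal is 19 years old, as is the one labelled diabetic; the labels give the other as matched in age, so neither file is tied to the young animal. The kept cells had a median of 7959 and 9329 UMIs. With 1 library per condition there is no replicate check, and all intervals cover counting error alone. FOXO3 was at 174.7 CPM (95% interval 171.4 to 178.1) in the library labelled diabetic and 117.9 CPM (115.5 to 120.3) in the one labelled healthy, over all cells. ZNF281 was at 45.9 CPM (44.2 to 47.7) and 36.0 CPM (34.7 to 37.4), SOD1 at 123.0 and 140.6, SOD2 at 228.1 and 313.3, SOD3 at 136.5 and 35.2, KLF9 at 23.3 and 6.80, CDKN1C at 172.1 and 44.6, and TFB2M at 14.6 and 32.8 CPM.

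Of 24 clusters, 8 were named, and 6, cluster 0 among them, held at least 80% of their cells from 1 library, so they may be that library and not a type. Unnamed clusters held 77.5% of the cells labelled diabetic and 56.3% of those labelled healthy. The classes LSC, TDC and Conj had at least 200 cells in both libraries. In LSC-like cells (cluster 4, with GPHA2 and MMP1 and the chemokine genes CXCL1 and CXCL8 leading; 282 and 704 cells), FOXO3 was at 218.3 and 114.0 CPM, a ratio of 1.92 (1.66 to 2.22), and ZNF281 at 51.9 and 45.1 CPM (1.15, 0.864 to 1.52). The TDC-like cells were clusters 0, 18 and 19, with KRT3 and KRT12 (574 and 1597 cells). Cluster 0 was the largest of these in both libraries, with 1260 of those labelled healthy and 261 of those labelled diabetic. Clusters 18 and 19 held 145 and 192 of those labelled healthy and 186 and 127 of those labelled diabetic. The class is thus spread differently over its clusters in the libraries. In TDC-like cells the ratio was 1.51 for FOXO3 (1.398 to 1.635) and 1.95 for ZNF281 (1.64 to 2.31). Over the alternatives these ratios ran from 1.10 to 1.51 and from 1.18 to 1.91. In Conj-like cells (mostly cluster 9 labelled diabetic and cluster 8 labelled healthy, with S100A8 and S100A9; 663 and 1017 cells), the ratio was 1.52 for FOXO3 (1.37 to 1.67) and 0.705 for ZNF281 (0.533 to 0.925). SOD2, lower in the library labelled diabetic over all cells, was at 1293.3 against 699.2 CPM in LSC-like cells (ratio 1.85, 1.744 to 1.962), while its ratio was 0.479 (0.45 to 0.509) in Conj-like and 0.744 (0.689 to 0.803) in TDC-like cells, so values over all cells also depend on the shares of the classes.

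Among genes with at least 200 UMIs in a class over both libraries, ranked by the ratio of CPM, labelled diabetic over labelled healthy, the named genes farthest apart in LSC-like cells were HMOX1 (21.2), CEBPD (9.39), CSF3 (5.41), TSLP (5.18), TAF10 (4.96), ICAM1 (4.87) and TNFAIP3 (4.50) on the high side, and MSANTD3 (0.093), AZGP1 (0.111), FRZB (0.112), LYZ (0.121), MSLN (0.125), DEFB1 (0.15) and PI3 (0.157) on the low side. In TDC-like cells they were SLC35F3 (27.9), ANGPTL4 (10.2), CTSH (9.05), PTGR1 (8.34) and TXNIP (7.26), and AZGP1 (0.061), KCNMA1 (0.08), MSANTD3 (0.09) and KRT16 (0.122). In Conj-like cells they were PPP1R3C (11.3), S100A1 (10.9), FABP4 (10.2), CRCT1 (9.84) and NR4A3 (7.15), and EDN1 (0.056), KLK10 (0.074), IL36A (0.075) and GTPBP2 (0.082). KBTBD11 had 1 UMI labelled diabetic in Conj-like and in TDC-like cells, against 292 and 310 labelled healthy. Genes with a numbered locus name only, also among the extremes, are left out here.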
